# Early Transcriptome Response of *Lactococcus lactis* to Environmental Stresses Reveals Differentially Expressed Small Regulatory RNAs and tRNAs

**DOI:** 10.3389/fmicb.2017.01704

**Published:** 2017-09-14

**Authors:** Sjoerd B. van der Meulen, Anne de Jong, Jan Kok

**Keywords:** RNA-Seq, sRNAs, transcriptomics, environmental stress, *L. lactis*

## Abstract

Bacteria can deploy various mechanisms to combat environmental stresses. Many genes have previously been identified in *Lactococcus lactis* that are involved in sensing the stressors and those that are involved in regulating and mounting a defense against the stressful conditions. However, the expression of small regulatory RNAs (sRNAs) during industrially relevant stress conditions has not been assessed yet in *L. lactis*, while sRNAs have been shown to be involved in many stress responses in other bacteria. We have previously reported the presence of hundreds of putative regulatory RNAs in *L. lactis*, and have used high-throughput RNA sequencing (RNA-seq) in this study to assess their expression under six different stress conditions. The uniformly designed experimental set-up enabled a highly reliable comparison between the different stress responses and revealed that many sRNAs are differentially expressed under the conditions applied. The primary stress responses of *L. lactis* NCDO712 was benchmarked to earlier work and, for the first time, the differential expression was assessed of transfer RNAs (tRNAs) and the genes from the six recently sequenced plasmids of NCDO712. Although, we only applied stresses for 5 min, the majority of the well-known specific stress-induced genes are already differentially expressed. We find that most tRNAs decrease after all stresses applied, except for a small number, which are increased upon cold stress. Starvation was shown to induce the highest differential response, both in terms of number and expression level of genes. Our data pinpoints many novel stress-related uncharacterized genes and sRNAs, which calls for further assessment of their molecular and cellular function. These insights furthermore could impact the way parameters are designed for bacterial culture production and milk fermentation, as we find that very short stress conditions already greatly alter gene expression.

## Introduction

Bacteria display many general as well as specific molecular responses to environmental changes. Sudden alterations in the environment can be of physical or chemical nature and can threaten the lifespan of a microbial cell, especially if the stress condition is too intense in time or intensity. The metabolic activity of bacteria used in industrial fermentations is altered upon stress in their for example acidification rates and flavor formation (Xie et al., 2004; Taïbi et al., 2011). Gaining insights in the effects of stress could improve the predictability, quality, and safety of fermentations.

The lactic acid bacterium (LAB) *Lactococcus lactis* is of eminent importance in the dairy industry, where it is used worldwide for the production of a large variety of cheeses and of buttermilk. The main function during milk fermentation of LAB such as *L. lactis* is to convert lactose into lactic acid. The consequent lowering of the pH leads to an increased shelf life of the fermented products as it prevents outgrowth of spoilage or pathogenic organisms. In addition, *L. lactis* provides texture, flavors, and aromas to the end products (Marilley and Casey, 2004; Smit et al., 2005). During their preparation as a starter culture, as well as in the actual fermentation process, fluctuations in temperature, osmolarity, pH, and nutrient availability cause significant stress to the *L. lactis* cells. They have evolved different response systems to sense and respond to potential lethal conditions and to defend themselves accordingly, in order to survive. Many of these mechanisms and the regulatory systems involved have been identified in *L. lactis*, on the basis of homology to proteins with known functions in other organisms and/or by experimental validation (Sanders et al., 1999; Smith et al., 2010). The potential role in stress of small non-coding regulatory RNAs (sRNAs) has not yet been assessed in *L. lactis*, while sRNAs have been shown to play an important function in a variety of stress conditions in other bacteria (Gottesman et al., 2006; Romby and Charpentier, 2010; Hoe et al., 2013).

Bacterial regulatory RNAs are generally non-coding transcripts that modulate gene expression post-transcriptionally (Waters and Storz, 2009). They are usually classified on whether or not genes are encoded on the strand opposite to the strand from which they derive. Non-coding RNAs that are located within intergenic regions (IGRs) are referred to as small RNAs (sRNAs) and roughly contain between 50 and 350 nucleotides. They are very heterogeneous in size and structure, and act in *trans* to target mRNAs (Gottesman and Storz, 2011; Storz et al., 2011). Transcripts that overlap in an antisense fashion with mRNAs from the opposite strand are called antisense RNAs (asRNAs) (Thomason and Storz, 2010; Georg and Hess, 2011). sRNAs and asRNAs with proven functions in regulating other RNAs and/or proteins can be considered regulatory RNAs. Base-pairing between a regulatory RNA and its target mRNA(s) can affect mRNA stability as well as translation, the latter by influencing the accessibility of the ribosomal binding site (RBS) on the target transcript (Morita and Aiba, 2011; Prevost et al., 2011; Bandyra et al., 2012; Papenfort and Vanderpool, 2015). Since the discovery of the first regulatory RNAs, starting with antisense RNAs involved in plasmid copy number control (Stougaard et al., 1981; Tomizawa et al., 1981) and the first genomically encoded sRNA MicF (Mizuno et al., 1984), many others have been described especially since recent advances have been in high-throughput RNA sequencing (RNA-seq) as well as in high-density tilling arrays (Nicolas et al., 2012). Various mechanisms of action have been elucidated since but determining the functions and mechanisms of action of novel sRNAs is still the major challenge. This may be illustrated by the abundant non-coding RNA 6S, which was discovered as early as 1967 (Hindley, 1967) but of which the function in modifying RNA polymerase activity was uncovered only in 2000 (Wassarman and Storz, 2000).

Several examples exist of sRNAs that perform a crucial role in the adaptation and survival of bacteria during stressful conditions. For instance, the sRNA RybB from *E. coli* and *Salmonella* is activated by the extracytoplasmic stress sigma factor, σ^E^. Accumulation of misfolded outer membrane proteins (OMPs), for example in the stationary phase, can cause cell envelope stress. RybB downregulates many different *omp* mRNAs in order to prevent the synthesis of OMPs and to restore envelope homeostasis (Johansen et al., 2006; Papenfort et al., 2006; Papenfort and Vogel, 2009). Another striking example of how effective and diverse the scope of one sRNA can be is the bifunctional sRNA SgrS from *E. coli* and *Salmonella*. The transcription factor SgrR is triggered upon glucose-phosphate stress and activates SgrS transcription. The stress is immediately relieved by detoxification of the phosphosugar. This is mediated by SgrS base-pairing with *yigL*, blocking *yigL* degradation by RNase E and resulting in increased YigL expression (Papenfort et al., 2013). To decrease phosphosugar accumulation in the cell by PtsG and ManXYZ, SgrS base-pairs with and blocks translation of the mRNAs of *manXYZ* and *ptsG*, which are eventually degraded (Bobrovskyy and Vanderpool, 2014). The 5′ end of SgrS contains an ORF, *sgrT*. This SgrT peptide interacts with PtsG in such a way that it blocks the uptake of glucose (Wadler and Vanderpool, 2007).

Recently, we have re-annotated the genome of *L. lactis* MG1363 by extensive mining of differential RNA sequencing (dRNA-seq) data of samples taken at various points during growth as a batch culture (van der Meulen et al., 2016). This has led to the addition of 186 small non-coding RNAs and 60 antisense RNAs to the *L. lactis* genome annotation. Here we have treated the parent strain of *L. lactis* MG1363, *L. lactis* NCDO712, which carries a number of plasmids with industrial relevance (Tarazanova et al., 2016), to a number of industrial stresses. Specifically, the strain was exposed for a relatively short period of time of 5 min to cold, heat, acid, osmotic, oxidative or starvation stress to explore the organism's early transcriptome responses by strand-specific RNA-seq. The expression of recently annotated sRNAs and asRNAs was assessed and a significant number of them were observed to be differentially expressed under the various stress conditions. Moreover, extensive data mining allowed pinpointing many genes that are involved in the investigated, industry-related stress conditions.

## Materials and methods

### Bacterial strains and media

*Lactococcus lactis* subsp. *cremoris* NCDO712 is an industrial strain containing six plasmids of which one, pLP712, carries lactose and casein utilization genes (Tarazanova et al., 2016). *L. lactis* MG1363 is its plasmid-free derivative (Gasson, 1983). *L. lactis* NCDO712 was grown as a standing culture at 30°C in M17 broth (Difco, Becton Dickinson, Le Pont de Claix, France) containing 0.5% (w/v) glucose (GM17), and on GM17 agar plates.

### Stress treatments

All stress conditions were applied in two biological replicates by starting with two single colonies of *L. lactis* NCDO712 grown on GM17 agar plates. These were each used to inoculate 10 ml of fresh GM17 media and grown overnight. Each overnight culture was diluted 100-fold in a bottle with 500 ml GM17 and grown until an optical density at 600 nm (OD_600_) of 0.9 was reached. The content of each bottle was divided over seven 50-ml Greiner tubes and centrifuged at 4,000 g for 1.5 min. Subsequently, the cultures from each bottle were subjected to all conditions tested. The cell pellets were re-suspended in fresh GM17 containing 0.25% glucose (G^*^M17) and the following properties: control (G^*^M17 at 30°C), cold (G^*^M17 at 10°C), heat (G^*^M17 at 42°C), acid (G^*^M17 set at pH 4.5 with lactic acid), osmotic stress (G^*^M17 containing 2.5% NaCl), and oxidative stress (G^*^M17, shaking at 250 rpm). The cold stress was applied in an incubator while the heat stress was performed in a water bath to maintain the cold and heat conditions stable. For starvation stress, the cell pellets were re-suspended in filter-sterilized phosphate-buffered saline (PBS). The stress conditions were applied for 5 min, after which the cells were harvested by centrifugation at 10,000 rpm for 1 min, snap frozen in liquid nitrogen and stored at −80°C prior to RNA isolation.

### RNA isolation

RNA was isolated as described previously (van der Meulen et al., 2016). All procedures were executed at 4°C unless otherwise stated and all solutions were DEPC-treated and subsequently autoclaved. Frozen cell pellets were re-suspended in 400 μl TE-buffer (10 mM Tris-HCl, 1 mM EDTA, pH 7.4) and added to 50 μl 10% sodium dodecyl sulfate (SDS), 500 μl phenol/chloroform (1:1 v/v), and 0.5 g glass beads (75–150 μm, Thermo Fischer Scientific, Rockford, IL, United States). The cells were disrupted by shaking 2 times for 45 s in a Biospec Mini-BeadBeater (Biospec Products, Bartlesville, OK, United States) with cooling on ice for 1 min between the shaking steps. Subsequently, the cell suspension was centrifuged at 14,000 rpm for 10 min. The upper phase containing the nucleic acids was treated with 500 μl chloroform and centrifuged as above. Nucleic acids in the water phase were precipitated by sodium acetate and ethanol. The nucleic acid pellet was re-suspended in 100 μl buffer consisting of 82 μl MQ, 10 μl 10x DNase I buffer, 5 μl RNase-free DNase I (Roche Diagnostics GmbH, Mannheim, Germany), and 3 μl RiboLock RNase inhibitor (Fermentas/Thermo Scientific, Vilnius, Lithuania), and treated for 30 min at 37°C. The RNA was then purified using standard phenol/chloroform extraction and sodium acetate/ethanol precipitation. RNA pellets were re-suspended in 50 μl elution buffer from the High Pure RNA Isolation Kit (Roche Diagnostics, Almere, the Netherlands) and stored at −80°C.

### RNA treatment, library preparation, and RNA deep sequencing

RNA concentration was measured with a Nanodrop ND-1000 (Thermo Fischer Scientific). As a measure of RNA quality, the integrity of the 16S/23S rRNA and the presence of any DNA contamination were assessed by using an Agilent 2100 Bioanalyser (Agilent Technologies, Waldbronn, Germany). cDNA library was prepared by employing a ScriptSeq^TM^ Complete Kit for Bacteria (Epicentre, Madison, WI, United States) including Ribo-Zero™ for rRNA removal. The cDNA libraries were sequenced at Otogenetics Corporation (Norcross, GA, United States) on an Illumina HiSeq2000.

### Data analysis

Raw sequence reads were analyzed for quality and trimmed with a PHRED score >28. Read alignment was performed on the genomic DNA of *L. lactic* NCDO712 (nucleotide sequences of the chromosome and all six plasmids of NCDO712; Tarazanova et al., 2016) using Bowtie 2 (Langmead and Salzberg, 2012). RKPM values were used as an input for the T-REx analysis pipeline (de Jong et al., 2015) together with a text file describing the factors, contrasts, and classes. In the class file, genes from the NCDO712 plasmids were colored green while sRNAs were colored red (see Supplementary Information S1). T-REx was used to perform all statistical analyses (de Jong et al., 2015).

### Data access

The RNA-seq data is publically available in GEO under accession number GSE98499.

## Results

### RNA-seq reveals that starvation has a large impact on the transcriptome of *L. lactis*

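The data are 14 RNA-seq libraries of *L. lactis* NCDO712, a dairy strain with 6 plasmids, 2 for each of 7 conditions. Cells in fresh medium with 0.25% glucose were held for 5 min at 30°C (control), at 10°C (cold), at 42°C (heat), at pH 4.5 (acid), with 2.5% NaCl (osmotic) or with shaking at 250 rpm (oxidative), or were placed in phosphate-buffered saline (starvation). The replicates come from 2 cultures, each divided over all conditions, but nothing states which libraries share a culture, so no paired test was made. The authors aligned the trimmed reads with Bowtie 2 to the chromosome contigs and the plasmids, and gave an RPKM value (reads scaled by gene length and library size) for each of 2956 annotated features: 2664 protein-coding genes, 194 non-coding RNAs, 51 tRNAs, 40 antisense RNAs and 7 rRNAs. They then multiplied the values of each library by 1 factor, which puts the median feature near 1000 RPKM in every library. These scaled values are the RPKM given at each gene, as mean ± SD of 2 libraries. The deposited values hold no read counts per gene. Coverage summed over the features was 354.9 to 943.9 Mb per library, and the median feature was covered at a depth of 37.5 to 150.4. For each stress, log2(RPKM + 1) of the 2940 features with a mean of at least 10 RPKM was compared with the control by limma, with a variance trend and robust moderation, in 1 model of the 14 libraries with 7 residual degrees of freedom. Values of p were adjusted by Benjamini-Hochberg over the 2940 features of each comparison. A gene is called higher or lower at a fold change of at least 2 and an adjusted p of at most 0.05, and a high-fold gene at 5 and 0.01. All 6 comparisons share the 2 control libraries, so an error in a control library moves every stress in the same direction. Contig positions are those of the NCDO712 draft assembly, whose chromosome is in numbered contigs. Reads from identical copies, as there may be of tRNA, rRNA and some plasmid genes, cannot be assigned to 1 copy. The tool that counted reads per feature is not stated, so for a gene that overlaps an antisense RNA the strand of the reads is uncertain.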

The transcriptomic response of *L. lactis* subsp. *cremoris* NCDO712 (hereafter named *L. lactis* NCDO712) after 5 min of cold, heat, acid, osmotic, oxidative, or starvation stress was determined by high-throughput RNA sequencing. This resulted in a total of 246M of reads of which 209M reads (85%) were successfully mapped on the genome and plasmids of *L. lactis* NCDO712. The libraries varied between 11M and 19M reads per individual sample (Figure 1A). The data was normalized using the T-REx software (de Jong et al., 2015) and plotted in a box plot of normalized signals for all samples (Figure 1B). A Principle Component Analysis (PCA) shows that the stress conditions are statistically well-distributed from each other (Figure 1C). 

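In 13 of the 14 libraries the nearest other library, by Euclidean distance over the log2 values of 2940 genes, was the replicate. The exception was oxidative library K, which lay 27.5 log2 units from control library B and 28.1 from its own replicate. The first 3 principal components held 36.1%, 16.6% and 14.0% of the variance. Replicates lay 19.7 (heat) to 32.1 (cold) apart. Distances and components describe the libraries and carry no test, since each condition has 2 libraries.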

The transcriptome of cells exposed to osmotic stress or to starvation were most different from that of the control. 

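Starvation lay farthest from the mean of the control libraries, at 63.6 ± 1.21 log2 units (SD, n = 2), and osmotic stress came next at 55.5 ± 2.40. Acid (47.1 ± 0.429), cold (46.8 ± 3.94) and heat stress (46.0 ± 0.134) lay at similar distances. Oxidative stress was nearest, at 30.1 ± 6.63. The 2 control libraries lay 24.4 apart, which is a distance between single libraries and not one from a mean. Over the 2663 protein-coding genes alone, starvation (55.5) and osmotic stress (49.2) were again the farthest.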

The absolute numbers of differentially expressed genes underpin these observations; the largest transcriptome changes were observed after starvation (756 genes involved), while oxidative stress had the least impact (91 affected genes). 

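Starvation changed 799 of the 2940 genes tested, 472 higher and 327 lower than in the control. Osmotic stress followed with 270 higher and 420 lower. Heat stress gave 271 higher and 200 lower, cold stress 210 and 192, and acid stress 155 and 146. Oxidative stress changed 56 genes, 19 higher and 37 lower (0 and 9 when the 4 whey permeate libraries of the series were fitted too). Of all genes tested, 1435 passed in at least 1 stress and 11 in all 6, of which 6 were lower every time. The called genes had a median absolute log2 fold change between 1.35 (cold) and 1.53 (acid). Calls are from limma at a fold change of at least 2 and an adjusted p of at most 0.05. The oxidative counts rest on library L: without it 4 genes were higher and 4 lower. Control libraries moved them too, to 10 higher without A and 21 lower without B. The split between higher and lower genes depends on the scaling. In starvation it turned to 316 higher and 445 lower with median-of-ratios scaling, and to 329 and 418 with protein-coding totals as library size. In acid stress it turned to 129 and 184 with the first of these and 134 and 160 with the second, with which cold stress gave 351 higher and 92 lower.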

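High-fold genes, changed at least 5-fold with an adjusted p of at most 0.01 from limma, were most numerous after starvation, with 74 higher and 66 lower. Osmotic stress gave 31 higher and 64 lower, acid stress 40 and 35, cold stress 27 and 12, and heat stress 27 and 6. Oxidative stress gave 0 higher (also 0 at an unadjusted p) and 1 lower. That gene, NCDO_1615, encodes a hypothetical protein and was picked out after its values were seen. It was listed at 0 in both oxidative libraries and at 15.8 and 40.5 RPKM in the control libraries. The largest rises were 59.7-fold after starvation, 35.2-fold after cold, 23.8-fold after acid, 18.8-fold after heat and 12.3-fold after osmotic stress. Without oxidative library K, 6 high-fold genes were higher after oxidative stress (2 without control library B), and 0 were lower without control library B. Without heat library F, 12 were lower after heat stress.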

Table 1 gives an overview of the counts of the differentially expressed genes and Figure 2 shows the distribution of affected genes for each stress condition. To gain insight in the distribution of the stress-responsive genes, those of which the expression changed highly (fold change ≥ 5 and *p* ≤ 0.01) under all conditions were visualized in a heatmap. T-REx was used to pinpoint nine clusters that vary strongly in size and in the functions of the constituting genes. 

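Of the 2940 genes tested, 269 changed at least 5-fold with an adjusted p of at most 0.01 from limma in at least 1 stress. They comprised 198 protein-coding genes, 36 tRNAs, 30 sRNAs, 3 other non-coding RNAs, 1 antisense RNA and 1 rRNA. Most, 185, reached this level in 1 stress only, 62 in 2, 16 in 3, 4 in 4 and 2 in 5. Chaperone and Clp genes were fixed as a list before the data were examined, but after the paper's Tables 2 and 3 had been read. Table 2 gives many of them as higher after heat and osmotic stress in these libraries, so the counts are no independent check. The lower threshold, a fold change of at least 2, was used for them. After heat stress 10 of 14 were higher and 0 lower (10 and 0 when adjusted over the list alone). After osmotic stress 11 of 14 were higher and 0 lower (11 and 0 when adjusted over the list alone). For *hrcA*, the gene of a heat shock repressor, the log2 fold change was 3.50 (standard error 0.23, adjusted p = 7.19e-07 from limma) after heat and 3.55 (standard error 0.23, adjusted p = 4.20e-07) after osmotic stress. Of the protein-coding high-fold genes, 43 encode hypothetical proteins.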

One cluster is rich in stress-related genes, while another one contains predominantly sRNAs. See Figure 3 for the heatmap and the complete list of cluster descriptions. Genes that were affected by a fold change ≥ 10-fold and *p* ≤ 0.01) are listed in Table 2 and are discussed in more detail below.

**Figure 1:**
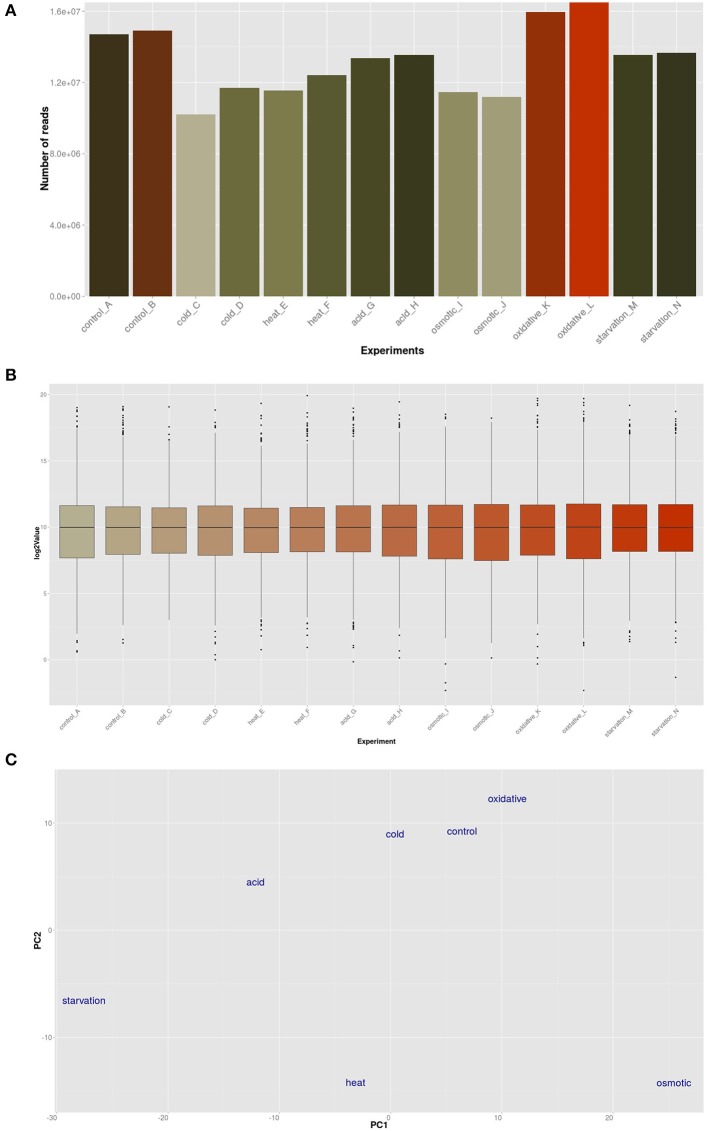
Global analysis by T-Rex (de Jong et al., 2015) of the RNA-seq data. **(A)** Total number of RNA-seq reads per sample; **(B)** Box-plot expression values of all experiments; **(C)** Principle Component Analysis (PCA) plot of the conditions employed in this study.

**Table 1:** Absolute numbers of differentially expressed genes after 5 min of exposure to the indicated stress.

**Stress condition**	**Upregulated genes**		**Downregulated genes**		**Total affected genes**	
	High fold^*^	**Top hits^#^**	**High fold**	**Top hits**	**High fold**	**Top hits**
Cold	36	240	15	172	51	412
Heat	27	249	8	244	35	493
Acid	37	126	40	190	77	316
Osmotic	30	268	68	433	98	701
Oxidative	0	23	4	68	4	91
Starvation	55	325	95	431	150	756

* *Genes with a fold change ≥ 5 and a p ≤ 0.01*.

# *Genes with a fold change of ≥ 2 and a p ≤ 0.05*.

**Figure 2:**
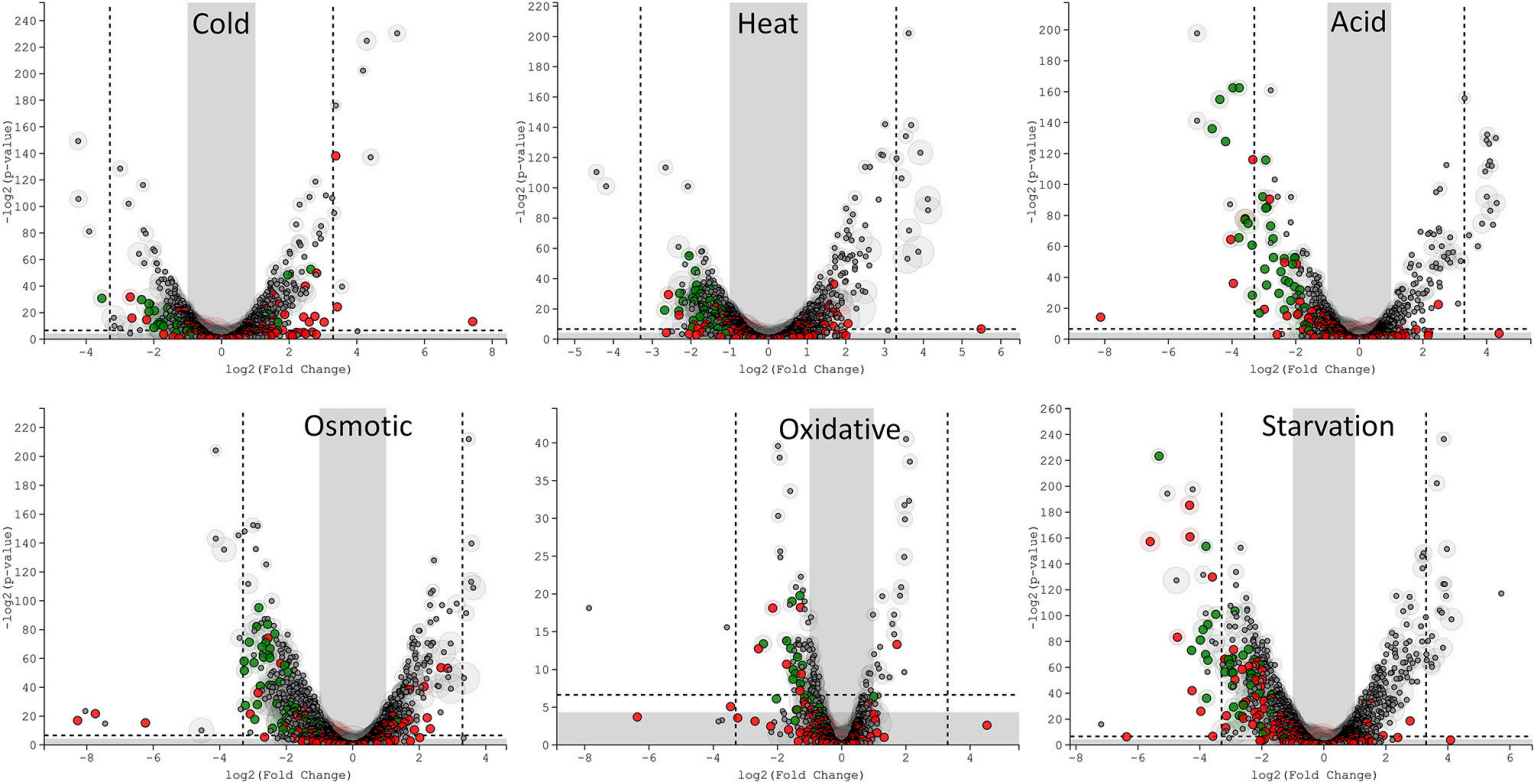
T-REx-generated Volcano plots of the six different stress conditions displaying significance vs. gene expression on the y and x axes respectively. Outside the gray areas: genes with fold change ≥ 2 and a *p* ≤ 0.05, outside the dashed lines: genes with fold change ≥ 5 and a *p* ≤ 0.01. Green circles: tRNA genes, red circles: sRNA genes, gray circles: all other genes.

**Figure 3:**
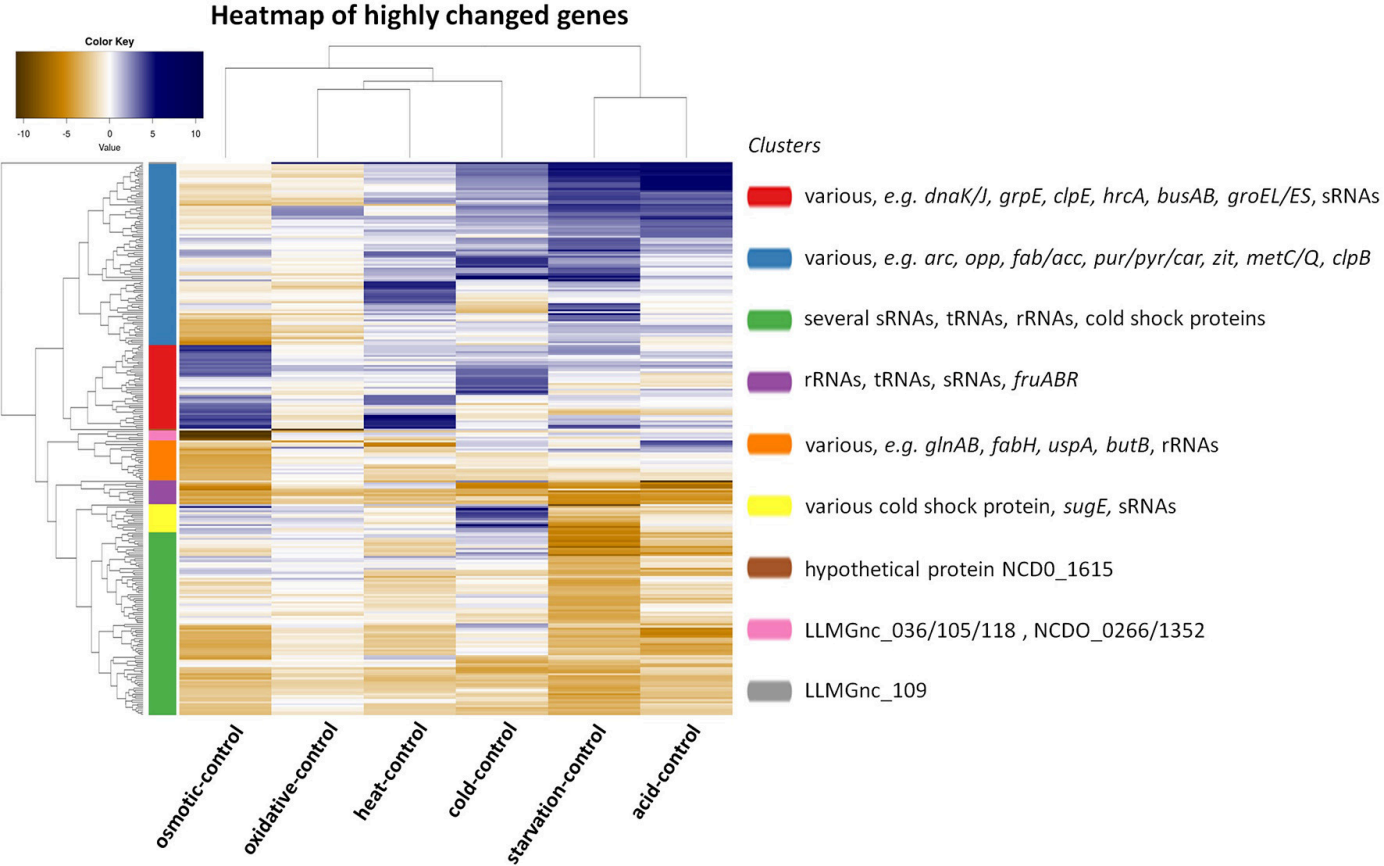
Heat map showing the correlation of a comparison between the indicated stress condition vs. its control and clusters of genes of which the expression has changed with a high fold (fold change ≥ 5 and *p* ≤ 0.01). Nine clusters were calculated by T-REx (de Jong et al., 2015) and dominant and stress-related genes are listed in clusters.

**Table 2:** Genes differentially expressed as a result of various stress conditions.

**Locus tags**		**Gene: description**	**Upregulation or downregulation**					
**NCDO712**	**MG1363**		**Cold**	**Heat**	**Acid**	**Osmotic**	**Oxidative**	**Starvation**
**AMINO ACID TRANSPORT AND METABOLISM**								
NCDO_0301	llmg_0335	*plpA/metQ*: Methionine ABC transporter			6.7			3.0
NCDO_1706	llmg_1776	*metC*: Cystathionine gamma-lyase	3.1	2.7	13.2		2.8	5.6
NCDO_1707	llmg_1775	*cysK*: Cysteine synthase	4.1	2.5	10.9		2.2	7.2
NCDO_2243/7	llmg_2309/13	*arcABD1C1C2*: arginine deiminase pathway		10.9 ± 2.1			−2.8 ± 0.7	2.2 ± 0.6
NCDO_2384	llmg_2477	*lysP*: Lysine-specific permease	−8.0		−2.1			−4.9
**TRANSPORTERS, ABC/PTC/PORIN**								
NCDO_0184	llmg_0454	*bglP: PTS system. trehalose-specific IIB component*				−17.4	−2.4	3.2
NCDO_0191	llmg_0446	*msmK: Multiple sugar ABC transporter. ATP-binding protein*		3.0		−4.4	−3.8	15.4
NCDO_0199	llmg_0438	*ptcA: PTS system. cellobiose-specific IIA component*	−2.4			−14.6		
NCDO_0381	llmg_1097	*glpF2:* glycerol uptake facilitator				−10.3		2.1
NCDO_0584	llmg_1210	*emrB*: Drug resistance transporter EmrB/QacA subfamily		6.1				
NCDO_0687	llmg_0697	*oppD*: Oligopeptide transport ATP-binding protein	4.6		3.0	2.6		14.6
NCDO_0938	llmg_0910	*amtB*: Ammonium transporter				−6.7		2.2
NCDO_1110	llmg_1195	*ribU*: Substrate-specific component of riboflavin transporter	11.8		2.4			4.4
NCDO_2331/3	llmg_2398/400	*zit*operon*:* Zinc ABC transporter	13.4 ± 5.4					5.0 ± 3.5
**CARBON METABOLISM**								
NCDO_0183	llmg_0455	*trePP*: Trehalose 6-phosphate phosphorylase	6.8	2.4		−2.4	−2.5	9.8
NCDO_1543/5	llmg_1568/70	*fruAKR*: fructose operon	−17.6 ± 2.2		−28.4 ± 10	−11.1 ± 6.0		−11.9 ± 2.7
**FATTY ACID BIOSYNTHESIS**								
*accABCD*		Acetyl-CoA carboxylases	3.9 ± 1.0		6.5 ± 1.7		3.4 ± 0.4	8.0 ± 2.8
*fabIZ1THDGFZ2*		Fatty acid biosynthesis	2.0 ± 0.9	−2.1 ± 0.9	3.7 ± 1.6	−3.2 ± 1.5	3.7 ± 0.7	1.9 ± 3.0
**NUCLEOTIDE TRANSPORT AND METABOLISM**								
*purFLQSCHD*		*de novo biosynthesis of purines*	2.7 ± 0.5	2.0 ± 0.4	7.9 ± 5.2			6.5 ± 2.4
*pyrRPBKDBFEC-carAB*		*de novo biosynthesis of pyrimidines*	4.3 ± 0.9		16.9 ± 1.7			12.5 ± 3.5
**STRESS RESPONSE**								
NCDO_0206	llmg_0430	*cstA*: Carbon starvation protein A				−2.3		2.5
NCDO_0207	llmg_0429	*sodA*: Manganese superoxide dismutase					−1.9	−2.1
NCDO_0225	llmg_0411	*groEL*: Heat shock protein 60 family chaperone		17.4		7.3	−2.1	
NCDO_0226	llmg_0410	*groES*: Heat shock protein 60 family co-chaperone	−2.0	17.3		7.5	−2.4	
NCDO_0463	llmg_0180	*cspE*: cold shock protein E		−2.2		−3.1		−9.1
NCDO_0514	llmg_0132	*sugE*: Quaternary ammonium compound-resistance protein	18.2					−2.3
NCDO_0544	llmg_0528	*clpE: ATP-dependent Clp protease. ATP-binding subunit*		12.4		6.0		2.1
NCDO_0641	llmg_0638	*clpP: ATP-dependent Clp protease. proteolytic subunit*	2.0	3.7		4.4		
NCDO_0951	llmg_0986	*clpB: Chaparonin. ClpB protein*	3.0	6.0		3.0		2.8
NCDO_1029	llmg_1049	*busAB*: ABC-type glycine betaine transport system			−2.2	6.7		−2.6
NCDO_1030	llmg_1048	*busAA: Glycine betaine ABC transport system. ATP-binding*			−2.7	7.7		−4.7
NCDO_1062	llmg_1104	*lmrB*: Multidrug resistance protein B	2.7	−4.1	−2.3	−6.3		−2.7
NCDO_1185	llmg_1256	*cspD*: cold shock protein D	4.2					−5.2
NCDO_1186	llmg_1255	*cspC*: cold shock protein C	7.4			2.5		−7.7
NCDO_1206	llmg_1256	*cspD*: cold shock protein D		−2.3	−3.3			−27.0
NCDO_1537	llmg_1576	*hrcA*: Heat-inducible transcription repressor		10.8	3.1	11.8		8.8
NCDO_1538	llmg_1575	*grpE*: Heat shock protein		15.2		12.4		6.7
NCDO_1539	llmg_1574	*dnaK*: chaperone protein		14.6		10.2		2.3
NCDO_1794	llmg_1847	*cspA*: cold shock protein A	21.2			3.1		−14.1
NCDO_1795	llmg_1846	*cspB:* cold shock protein B	7.7					−33.1
NCDO_2408	llmg_2502	*dnaJ*: Chaperone protein	−3.5	5.3		4.9		
**TRANSCRIPTION FACTORS**								
NCDO_0643	llmg_0640	*spxA*: transcriptional regulator Spx/MgsR		−3.2	−3.6			−18.8
NCDO_0937	llmg_0911	*glnB*: Nitrogen regulatory protein P-II		−2.8	2.1	−10.8		3.5
NCDO_1088	llmg_1130	*spxA*: Transcriptional regulator Spx/MgsR		2.4		3.0		52.9
NCDO_1129	llmg_1177	*gadR*: positive regulator	−6.7					−4.0
NCDO_1636	llmg_1703	*spxA*: transcriptional regulator Spx	−4.7	3.0				12.5
NCDO_1781	llmg_1860	*rmaB: Transcriptional regulator. MarR family*	−2.0	7.5				
NCDO_2330	llmg_2401	*zitR*: Transcriptional repressor AdcR for Zn(2+)	36.6		2.6			15.7
**UNKNOWN FUNCTION OR POORLY CHARACTERIZED**								
NCDO_0342	llmg_0294	Hypothetical protein	−3.1		−4.0	−3.3	−2.0	−12.2
NCDO_1187	llmg_1254	Hypothetical protein directly upstream of cspC	8.5					−3.3
NCDO_1519	llmg_1594	*yjgB*: P54 ENTFC NLPP60 family protein	5.0	−3.2	-3.4	11.2		−5.5
NCDO_1793	llmg_1848	Hypothetical protein directly downstream of cspA	9.7		-2.8			−4.4
NCDO_2075/7	llmg_2163/4	*yth*operon: hypothetical proteins				10.4 ± 1.6		3.3 ± 0.3
NCDO_2419	llmg_2513	*ywoG*: Major facilitator family transporter	3.0	−4.5	9.1	−6.6	−3.4	11.2
NCDO_2420	llmg_2514	SH1215: Universal stress protein family		−18.3	6.8	−3.2		
NCDO_2421	llmg_2515	Hypothetical protein		−21.7	4.2	−3.2		

*Genes are shown in this table when they are differentially expressed ≥10-fold, with a p ≤ 0.05 and logCPM ≤ 1 in at least one of the stress conditions, or previously reported in the literature during the relevant stress condition. sRNA and tRNA genes are excluded from this table as they are reported separately*.

### sRNAs are highly affected after 5 min of stress induction

We assessed the expression of the 186 sRNAs that have recently been identified in the genome of *L. lactis* MG1363 (van der Meulen et al., 2016). 

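LLMGnc_065, an sRNA with a high level in the control (16549 ± 7537 RPKM, SD, n = 2), fell in every stress, to 1081 ± 55.9 RPKM after acid stress, a log2 fold change of -3.86 (standard error 0.43, adjusted p = 4.22e-05 from limma). After starvation LLMGnc_175 fell from 16249.7 ± 3969.7 RPKM to 388 ± 64.5 RPKM (SD, n = 2), a log2 fold change of -5.37 (standard error 0.31, adjusted p = 1.35e-07 from limma). Of 177 sRNAs tested, 49 were lower and 9 higher after starvation (47 and 9 when adjusted over the list alone). Acid stress gave 28 lower and 3 higher (27 and 3 when adjusted over the list alone). After oxidative stress 3 were lower and 1 was higher (2 and 1 when adjusted over the list alone). The median log2 fold change over the 177 sRNAs was -0.52 after starvation, -0.18 after acid and -0.30 after oxidative stress. The oxidative count of lower sRNAs moved with single libraries, from 0 without control library B to 7 without cold library C, and the count of higher sRNAs after acid stress was 1 without control library A.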

The majority of the sRNAs that were significantly changed after applying acid, oxidative, or starvation stress showed a decrease in expression. In contrast, after cold stress more sRNAs were upregulated instead of downregulated (see Figure 4). 

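After cold stress 18 of the 177 sRNAs rose and 9 fell (14 and 7 when adjusted over the list alone), with a median log2 fold change of 0.31. LLMGnc_177 rose from 224 ± 19.9 RPKM in the control to 2297 ± 23.5 RPKM (SD, n = 2 each), a log2 fold change of 3.36 (standard error 0.20, adjusted p = 4.23e-07 from limma). LLMGnc_023 (3.07), LLMGnc_141 (3.01) and LLMGnc_082 (2.81) also rose by over 2 log2 units. Heat stress gave 14 higher and 11 lower sRNAs (12 and 9 when adjusted over the list alone), and osmotic stress 18 and 17 (16 and 15 when adjusted over the list alone). Without control library A 7 sRNAs were higher after heat stress, and without control library B 6 were lower after heat and 9 after osmotic stress. With protein-coding totals as library size, 4 sRNAs were lower after cold stress. Calls that other settings ended were those of LLMGnc_141 without the 2 libraries highest in rRNA, cold library C or control library A.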

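LLMGnc_064 fell in all 6 stresses, from 996 ± 193 RPKM in the control to 116 ± 117 RPKM after osmotic stress (SD, n = 2 each), a log2 fold change of -3.58 (standard error 0.66, adjusted p = 0.000894 from limma). LLMGnc_165 was a rare case of the opposite kind, higher in 5 stresses, with log2 fold changes from 1.49 (heat) to 2.27 (osmotic). Of the 177 sRNAs tested by limma, 96 passed a fold change of at least 2 and an adjusted p of at most 0.05 in at least 1 stress, and 22 in at least 3. Lists drawn independently for each stress would give 121 and 10.3. Of all 2940 genes tested, 1435 passed in at least 1 stress and 346 in at least 3, where independent lists would give 1894 and 133. The excess in at least 3 stresses is thus not particular to the sRNAs. The stresses share their control libraries, which adds to what they share. In 100 simulations of unchanged groups that share their controls, 0.05 sRNAs on average passed in at least 1 stress and 0 in at least 3. How much shared controls add among sRNAs that do change was not measured. Of the 177 sRNAs, 167 had an average log2 CPM above 1. With all 18 libraries in the model, 14 sRNAs passed in at least 3 stresses. Past the threshold here but not under every setting, the call was lost for LLMGnc_165 in heat under 9 of the 24 alternatives.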

Of the 186 sRNAs, the expression of 110 was significantly changed after applying at least one stressor, while 42 sRNAs were differentially expressed under at least three stress conditions (Table 3). This list of sRNAs was restricted to those with a logCPM value >1. 

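Among the 96 sRNAs that changed, 50 passed in 1 stress, 24 in 2, 14 in 3, 3 in 4, 2 in 5 and 3 in all 6 (LLMGnc_035, LLMGnc_064 and LLMGnc_065). Changes of at least 5-fold with an adjusted p of at most 0.05 from limma were found for 18 sRNAs after starvation, 10 after cold, 9 after osmotic, 8 after acid, 2 after heat and 1 after oxidative stress. For example, LLMGnc_075 was at 18.7 and 0 RPKM in the starvation libraries and at 177.2 and 133.1 in the control libraries (adjusted p = 0.000889 from limma). With a value of 0 in 1 library, the size of this fall depends on the pseudocount. LLMGnc_062 fell in 4 stresses and most in acid stress (log2 fold change -3.72). A call in 1 stress only does not show a difference between stresses, which needs the direct comparison.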

The expression of some of these 110 sRNA genes was highly affected under only one specific stress condition. For example, LLMGnc_152 (10.7-fold) and LLMGnc_153 (6.0-fold) were increased specifically after cold stress, while LLMGnc_176 (6.3-fold) showed a higher expression after salt stress. 

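LLMGnc_152 rose after cold stress, from 58.6 ± 50.4 RPKM to 616 ± 336 RPKM (SD, n = 2 each), a log2 fold change of 3.57 (standard error 0.67, adjusted p = 0.00144 from limma). Compared directly, it was higher in cold than in each of the 5 other stresses, by 2.74 to 4.14 on the log2 scale (largest adjusted p = 0.00637 from limma). LLMGnc_153 was at 546.6 and 229.6 RPKM in the cold libraries and at 37.9 and 93 in the control libraries, a log2 fold change of 2.55 (standard error 0.70, adjusted p = 0.014 from limma). Compared directly with the 5 other stresses, its excess in cold passed the threshold in 4, and not over acid stress (log2 difference 1.71, adjusted p = 0.0744 from limma). After osmotic stress LLMGnc_176 rose from 192 ± 48.9 RPKM to 1199.6 ± 307 RPKM (SD, n = 2 each), a log2 fold change of 2.64 (standard error 0.28, adjusted p = 1.33e-05 from limma), and exceeded each of the 5 other stresses by 1.71 to 2.64. Some calls depend on the setting, with a loss for LLMGnc_153 without cold library C or control library A.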

The sRNA LLMGnc_092 (−9.2-fold) was only decreased after starvation, while LLMGnc_025/064/065/073 were downregulated in all conditions.

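LLMGnc_092 fell after starvation, from 378 ± 94.5 RPKM to 47.8 ± 6.72 RPKM (SD, n = 2 each), a log2 fold change of -2.94 (standard error 0.28, adjusted p = 4.57e-06 from limma). In the direct comparisons it was lower in starvation than in each of the 5 other stresses (largest adjusted p = 2.09e-05 from limma). LLMGnc_064 and LLMGnc_065 were lower in all 6 stresses, with log2 fold changes of -2.55 and -2.11 in oxidative stress, where their changes were smallest apart from LLMGnc_064 in heat (-1.86). LLMGnc_025 was lower in 5 stresses and had -1.40 (standard error 0.46, adjusted p = 0.115 from limma) in oxidative stress. LLMGnc_073 was lower in cold (-1.27), osmotic (-2.18), oxidative (-1.23) and starvation stress (-1.75), and had a log2 fold change of -0.99 (standard error 0.19, adjusted p = 0.00186 from limma) in heat stress. In acid stress it was at 347 ± 16.6 RPKM beside 700.5 ± 138 RPKM in the control (SD, n = 2 each), and did not pass the 2-fold threshold. All stresses share the 2 control libraries, so part of a fall common to all stresses can come from the controls. A call was lost for LLMGnc_073 in cold with protein-coding totals as library size, and for LLMGnc_073 in oxidative without the 2 libraries highest in rRNA, control library B or oxidative library L, and for LLMGnc_064 in oxidative under 11, LLMGnc_065 in oxidative under 5 and LLMGnc_064 in heat under 13 of the 24 alternatives.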

**Figure 4:**
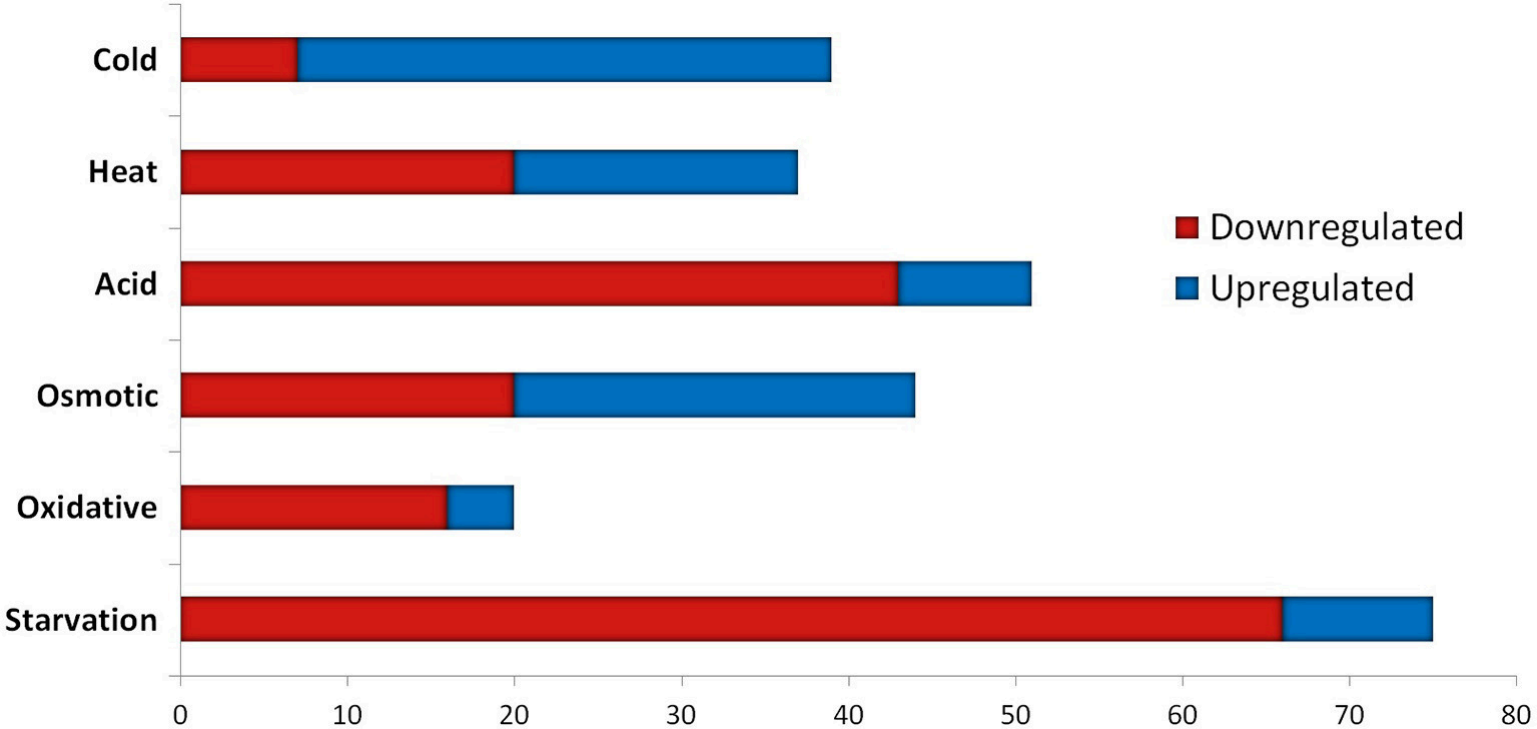
Overview of significantly differentially expressed sRNA genes under various stress conditions (cut-off fold change ≥ 2, *p* ≤ 0.05 and logCPM > 1).

**Table 3:** Differential expression of sRNA genes under industrially relevant stress conditions.

**Small RNA**	**Fold change per condition**						**Small RNA**	**Fold change per condition**					
	**Cold**	**Heat**	**Acid**	**Osmotic**	**Oxidative**	**Starvation**		**Cold**	**Heat**	**Acid**	**Osmotic**	**Oxidative**	**Starvation**
LLMGnc_001	3.3			2.2			LLMGnc_086	2.5				−2.1	
LLMGnc_002			−3.0		−2.2	−5.8	LLMGnc_087		−3.5	−3.4			−15.7
LLMGnc_005		3.2				2.7	LLMGnc_088			−2.3			−5.3
LLMGnc_006	4.6		2.3		−4.6		LLMGnc_091			−3.8			−2.3
LLMGnc_009		−2.0				−3.8	LLMGnc_092						−9.2
LLMGnc_010						−4.0	LLMGnc_093			−2.2		−2.0	−6.1
LLMGnc_013	3.1	2.3	2.5	2.4			LLMGnc_095						−2.3
LLMGnc_015		2.5	−2.4	2.1			LLMGnc_098						−2.1
LLMGnc_016				2.3			LLMGnc_099	3.7					−4.7
LLMGnc_017				−3.1		−2.1	LLMGnc_100	3.0				−2.1	
LLMGnc_018	2.6						LLMGnc_102	2.3	2.0				−2.9
LLMGnc_019	5.4	2.1	2.0	2.1	−9.4	2.9	LLMGnc_103						−4.2
LLMGnc_022			−5.1			−7.5	LLMGnc_106			−2.1			−2.7
LLMGnc_023	6.8	4.2				6.9	LLMGnc_109			−2.1			−2.8
LLMGnc_025	−4.6	−5.0	−4.8	−3.1	−2.7	−6.0	LLMGnc_110		−2.6		−2.7		−2.6
LLMGnc_026	2.7			4.7			LLMGnc_111						−2.1
LLMGnc_027				2.1			LLMGnc_112	−2.1		−2.3		−2.2	
LLMGnc_029		2.6					LLMGnc_113						−2.8
LLMGnc_031	4.5	−2.3				−12.0	LLMGnc_114		−2.0	−3.0	−2.4		−3.0
LLMGnc_032			−2.5			−4.6	LLMGnc_115				−2.7		−2.5
LLMGnc_034	4.9	3.8	2.5		2.5	5.2	LLMGnc_118		−4.1		−75.3		
LLMGnc_035	2.2	2.2	−2.3	2.8	3.3	−2.6	LLMGnc_119						−3.7
LLMGnc_036				−214			LLMGnc_121			5.6			
LLMGnc_038	2.1	3.2		3.6			LLMGnc_127			−2.2			
LLMGnc_039		−2.3	−2.5			−4.1	LLMGnc_128	6.4	3.4	−6.0	3.3		
LLMGnc_042			−3.0				LLMGnc_129		−2.1				
LLMGnc_046			−3.6			−7.7	LLMGnc_130	2.1			−2.2		
LLMGnc_047	5.6		−2.6	7.2			LLMGnc_131			−10.2			−4.7
LLMGnc_048						−2.6	LLMGnc_132		−3.3				−9.0
LLMGnc_049	2.7		2.1			3.8	LLMGnc_137				2.0		
LLMGnc_055						−2.3	LLMGnc_138				−2.5	−3.3	−4.5
LLMGnc_056		2.7			2.1		LLMGnc_141	8.2	2.2		2.2		
LLMGnc_057			−7.1			−20.1	LLMGnc_142			−2.1	−2.3		−3.1
LLMGnc_058			−3.9			−12.1	LLMGnc_143			−2.0	−6.3	−2.1	−2.3
LLMGnc_059		−2.4					LLMGnc_145			−2.2			−7.3
LLMGnc_060						2.6	LLMGnc_147			−2.9	−3.4		−2.3
LLMGnc_061			−2.4	−2.3	−2.5	−2.4	LLMGnc_148	−2.5	−2.1		−5.9		−3.2
LLMGnc_062		−3.1	−15.6	−4.1		−4.9	LLMGnc_149			−2.8			
LLMGnc_064	−6.3	−3.8	−7.9	−8.5	−6.0	−8.8	LLMGnc_150						−4.4
LLMGnc_065	−6.5	−6.0	−16.5	−7.2	−4.4	−26.4	LLMGnc_152	10.7					
LLMGnc_066		−2.0	−2.2			−20.0	LLMGnc_153	6.0					
LLMGnc_068						−2.6	LLMGnc_155			−3.0	3.3		−3.1
LLMGnc_069	2.9					−2.0	LLMGnc_157			−2.1			−4.3
LLMGnc_070			2.4			2.0	LLMGnc_161	5.4		−2.1			
LLMGnc_072				4.4		−3.8	LLMGnc_162	−2.1					−2.2
LLMGnc_073	−2.4	−2.1	−2.2	−4.5	−2.4	−4.0	LLMGnc_164		3.0		2.3		−6.2
LLMGnc_075	2.8		−2.1	2.1		−19.1	LLMGnc_165	3.5	2.8	3.4	5.0	2.1	2.7
LLMGnc_076				4.0		−2.4	LLMGnc_175		−2.1	−12.0			−48.6
LLMGnc_079	4.1	−6.2	−280	−2.1		−4.2	LLMGnc_176				6.3		
LLMGnc_080	2.5			2.3			LLMGnc_177	10.4					2.9
LLMGnc_081						−2.4	LLMGnc_178			−2.2			−4.7
LLMGnc_082	7.0					−2.6	LLMGnc_179	2.8					
LLMGnc_083		3.4		2.5		−2.6	LLMGnc_180		−3.1				
LLMGnc_084	2.9			2.9			LLMGnc_182		3.2	−2.1	3.3		−2.0
LLMGnc_085					−11	−4.0	LLMGnc_184			−2.3	−3.2	−2.4	−2.1

*The 110 sRNA genes that are differentially expressed in at least one stress condition, with a cut-off fold change ≥ 2, p ≤ 0.05 and logCPM > 1 are indicated. Blue: upregulated, red: downregulated, color intensity is a measure of fold change. The names of the sRNAs are those that have been previously annotated in L. lactis MG1363, the plasmid-free derivative of L. lactis NCDO712 (van der Meulen et al., 2016)*.

### Most transfer RNAs decrease rapidly after a short pulse of stress

Transfer RNAs (tRNAs) play a crucial role in the translation of mRNAs and it is important for cells to balance their tRNA levels, as well as to ensure optimal utilization of amino acids. 

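The tRNA for threonine with anticodon GGT (NCDO_2201) fell in every stress, from 5363 ± 928 RPKM in the control to 395 ± 99.7 RPKM after starvation (SD, n = 2 each), a log2 fold change of -3.77 (standard error 0.39, adjusted p = 8.04e-06 from limma). Of 51 tRNAs tested by limma, osmotic stress gave 46 lower and 1 higher (46 and 1 when adjusted over the list alone). The 1 higher was NCDO_2402, annotated as a pseudo-tRNA. After heat stress there were 36 lower and 0 higher (40 and 1 when adjusted over the list alone), and after cold stress 16 lower and 5 higher (18 and 5 when adjusted over the list alone). Oxidative stress gave 5 lower and 0 higher (13 and 1 when adjusted over the list alone), and at an unadjusted p 1 tRNA was higher after heat and 1 after oxidative stress. In all 6 stresses 4 tRNAs were lower: NCDO_2201, NCDO_0481 (Thr-CGT), NCDO_2445 (Leu-CAA) and NCDO_2446 (Gln-TTG). Median log2 fold changes over the 51 tRNAs were -2.23 (osmotic), -1.47 (heat), -0.70 (oxidative) and -0.58 (cold). Reads from tRNA genes with the same sequence cannot be told apart, so these counts are not of independent genes. The oxidative count rests on each of its libraries: 1 tRNA was lower without control A or oxidative K, and 0 without control B or oxidative L. In cold stress 10 were lower without control B, and 8 without control B and cold D, the 2 libraries highest in rRNA.

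**Figure D1:**
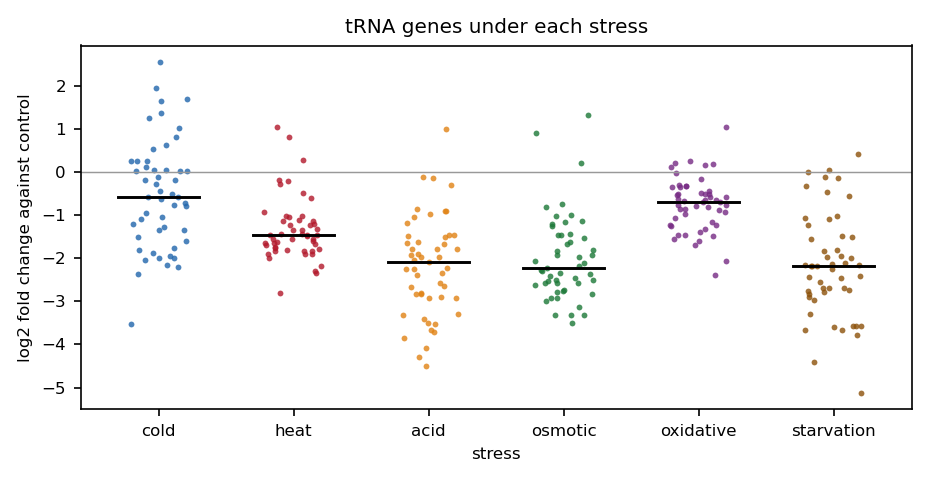
Log2 fold change against control of each of the 51 tRNA genes (points) in each stress, with the median over the tRNAs as a black line. The medians of osmotic (-2.23), starvation (-2.18) and acid stress (-2.08) lie lowest, and that of cold stress (-0.58) lies highest.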

Most of the *L. lactis* tRNAs are downregulated under all of the stresses applied. 

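NCDO_2402 is annotated as a pseudo-tRNA with anticodon CAG, bases 1323 to 1405 of contig 31. It rose in cold stress from 1535 ± 119 RPKM to 9395 ± 4019.8 RPKM (SD, n = 2 each), a log2 fold change of 2.55 (standard error 0.29, adjusted p = 5.57e-05 from limma), and in osmotic stress by 1.33 (standard error 0.29, adjusted p = 0.00278). In acid (-1.80) and starvation stress (-1.52) it fell. NCDO_2022, a tRNA for lysine (anticodon TTT), had a low level in the control (230.2 ± 24.2 RPKM). Its log2 fold changes were 1.04 (standard error 0.43, adjusted p = 0.0791 from limma) in heat and 0.99 (standard error 0.43, adjusted p = 0.115) in acid stress, neither of which passed the threshold, and -1.21 in osmotic stress, where it fell. Lost under another setting was the call for NCDO_2022 in osmotic under 5 of the 24 alternatives.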

A number of tRNAs, such as NCDO_2402 (Val-CAG) and NCDO_2022 (Lys-TTT), are upregulated under some of the conditions. 

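In cold stress the tRNAs for isoleucine (NCDO_0023, GAT) and glycine (NCDO_0022, TCC), neighbours on the chromosome, rose by log2 fold changes of 1.94 (standard error 0.20, adjusted p = 2.81e-05 from limma) and 1.64 (standard error 0.43, adjusted p = 0.0113). NCDO_2595, a pseudo-tRNA with anticodon TGA, rose by 1.25. In the same cells the tRNA for asparagine (NCDO_2452) fell from 20698 ± 7252 RPKM to 1743 ± 209.9 RPKM (SD, n = 2 each), a log2 fold change of -3.53 (standard error 0.62, adjusted p = 0.00137 from limma). In all, 5 tRNAs were higher and 16 lower, and 32 of 51 had a log2 fold change below 0. The 5 include NCDO_2402 and NCDO_2595, both annotated as pseudo-tRNAs. The middle of the tRNAs spanned -1.43 to 0.18 (quartiles). The median of the tRNAs was -0.30 with protein-coding totals as library size. Other settings ended the call for NCDO_2595 when all 18 libraries were fitted or without the 2 libraries highest in rRNA or cold library D, and for NCDO_2452 without the 2 libraries highest in rRNA, and for NCDO_0022 under 5 of the 24 alternatives.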

A distinct tRNA response is observed upon cold stress; seven tRNAs are upregulated by at least 2-fold. Exposure to acid or starvation stress induced the most severe changes in tRNA expression. 

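After acid stress the tRNA for lysine NCDO_2601 fell from 10443 ± 658 RPKM to 459.7 ± 61.7 RPKM (SD, n = 2 each), a log2 fold change of -4.51 (standard error 0.29, adjusted p = 8.73e-07 from limma), and the histidine tRNA NCDO_2447 fell with one of -4.29. After starvation NCDO_2595 fell, with a log2 fold change of -5.12 (standard error 0.24, adjusted p = 3.74e-08 from limma), and so did NCDO_0343 (-4.40). Of 51 tRNAs, acid stress gave 40 lower and 0 higher (41 and 0 when adjusted over the list alone) and starvation 40 lower and 0 higher (40 and 0 when adjusted over the list alone), and at an unadjusted p 0 and 0 were higher. Their median log2 fold changes were -2.08 and -2.18, and 22 (acid), 23 (starvation) and 23 (osmotic) tRNAs changed at least 5-fold with an adjusted p of at most 0.05 from limma.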

See Figure 4 for a complete overview of tRNA expression under the various stress conditions.

### Cold stress induces a zinc uptake system

During a 5-min cold stress at 10°C, 412 genes were differentially expressed (Table 1). 

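Genes of protein synthesis were among those that fell in the cold. Of 56 genes for ribosomal proteins, listed before the data were examined, 19 were lower and 0 higher (19 and 0 when adjusted over the list alone), and 0 were higher at an unadjusted p from limma. The gene of ribosomal protein S9 (NCDO_2473) fell, from 131946 ± 2302 RPKM in the control to 30969 ± 9644 RPKM (SD, n = 2 each), a log2 fold change of -2.13 (standard error 0.21, adjusted p = 1.69e-05 from limma). NCDO_1590, annotated as a phage infection protein, fell, with a log2 fold change of -2.28. Among 19 genes for oligopeptide uptake, 6 were higher, and *oppD*, the ATP-binding subunit of 1 of the systems, rose the most of its operon (2.17). Alternatives ended the call for NCDO_2473 when all 18 libraries were fitted.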

The most highly upregulated transcripts include those from the *zit* operon, a gene cluster involved in Zn^2+^ uptake and regulation (Llull and Poquet, 2004). Also, expression of the gene *sugE*, encoding a presumed multidrug resistance protein, was increased (~18-fold), as well as genes involved in nucleotide synthesis (*pur* and *pyr* operons) and the *fab* and *acc* operons for saturated fatty acid biosynthesis. 

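The repressor gene *zitR* (NCDO_2330), bases 28001 to 28438 of contig 26, rose from 595 ± 15.6 RPKM in the control to 21381 ± 5801 RPKM (SD, n = 2 each), a log2 fold change of 5.14 (standard error 0.20, adjusted p = 1.42e-08 from limma). The 3 genes beside it, NCDO_2331 to NCDO_2333, encode a zinc ABC transporter and had a mean fold change of 13.3 ± 5.31 (SD over the 3 genes), with log2 values of 3.34 to 4.28. All 3 were called by limma. Compared directly, *zitR* was at least 2-fold higher in the cold than in 4 of the 5 other stresses.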

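*sugE* (NCDO_0514), annotated as a quaternary ammonium resistance protein, rose from 444 ± 38.2 RPKM in the control to 7929.7 ± 1508 RPKM (SD, n = 2 each), a log2 fold change of 4.14 (standard error 0.22, adjusted p = 1.71e-07 from limma), and was higher in the cold than in each of the 5 other stresses. The purine genes *purFLQSCHD* had a mean fold change of 2.70 ± 0.505 and the pyrimidine genes *pyrRPBKDBFEC-carAB* of 4.51 ± 0.987 (SD over the genes), with 7 of 7 and 10 of 10 called higher by limma. Of the fatty acid genes, *accABCD* rose 3.80 ± 0.966-fold with 4 of 4 called, while 3 of the 8 *fab* genes passed. *fabF*, a chain-elongating synthase, had a log2 fold change of 1.48, and *fabT*, the repressor, one of 0.55, which did not pass. A fit of all 18 libraries called 2 purine, 2 *acc* and 0 *fab* genes by limma. The call was lost for *fabF* when all 18 libraries were fitted.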

Transcripts encoding Cold Shock Proteins A, B, C, and D were upregulated at least 4-fold, as would be expected in cells under cold stress (Wouters et al., 1998). 

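*cspA* (NCDO_1794), a cold shock protein gene, rose from 1141 ± 229 RPKM in the control to 24067 ± 9843 RPKM (SD, n = 2 each), a log2 fold change of 4.35 (standard error 0.29, adjusted p = 1.11e-06 from limma). Beside it *cspB* rose, with a log2 fold change of 2.92, and at another place on the chromosome *cspC* (2.84) and NCDO_1185 (2.04) rose. NCDO_1206 (0.78, standard error 0.22, adjusted p = 0.0168 from limma) and *cspE* (-0.17, standard error 0.23, adjusted p = 0.609) did not pass.

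**Figure D2:**
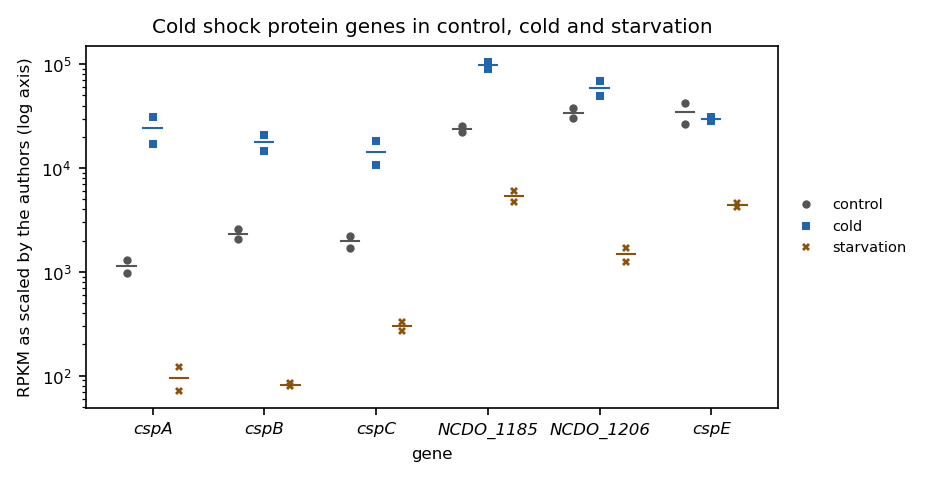
Level in RPKM (log scale) of the 6 cold shock protein genes in the control, after cold stress and after starvation. Points are single libraries and bars their mean. *cspA*, *cspB*, *cspC*, NCDO_1185 and NCDO_1206 lie above the control in the cold, and all 6 genes lie below it after starvation.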

The gene of an uncharacterized protein (Llmg_1848) with high sequence similarity to a bacteriocin in other *L. lactis* species, is located downstream of *cspA* and was also upregulated by a factor of ~10. 

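NCDO_1793 encodes a hypothetical protein and lies next to *cspA*, at bases 31425 to 31625 of contig 32. It rose from 406 ± 71.2 RPKM in the control to 3864 ± 759 RPKM (SD, n = 2 each), a log2 fold change of 3.25 (standard error 0.26, adjusted p = 3.67e-06 from limma). A second gene with the same product name, NCDO_1187, lies next to *cspC* and rose, with a log2 fold change of 3.04. Table 2 of the paper pairs NCDO_1793 with llmg_1848 and NCDO_1187 with llmg_1254.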

Downregulation was observed e.g., for the fructose utilization *fru* operon (~18-fold), the lysine-specific permease *lysP* gene (~8-fold) and the ribosomal RNA 5S (~9-fold). 

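*fruA*, encoding a fructose-specific IIA component, fell from 12239.9 ± 4921 RPKM in the control to 644 ± 17.0 RPKM (SD, n = 2 each), a log2 fold change of -4.19 (standard error 0.21, adjusted p = 1.30e-07 from limma). With *fruK* and the repressor gene *fruR* the operon had a mean fold change of -16.8 ± 2.40 (SD over the 3 genes). *lysP*, a lysine permease gene, fell with a log2 fold change of -3.02 (standard error 0.17, adjusted p = 2.39e-07 from limma), and *gadR*, a regulator gene, with -2.80. Of the 5 copies of 5S rRNA, 4 were lower (1 without control B or cold C), and their log2 fold changes were -3.97 to -1.77. These copies may share reads, which was not checked by sequence, and the 2 cold libraries differed in 5S rRNA.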

Thirty-nine sRNAs from intergenic regions were significantly affected, of which 12 were changed at least 5-fold (see Figure 4 and Table 3).

### Heat stress induces, next to protein chaperone genes, the *arc* operon

At high temperatures, proteins may be at risk of denaturation and cells may encounter difficulties in the synthesis of new proteins (Nguyen et al., 1989; Parsell and Lindquist, 1993). The genes of several protein chaperones, such as GroEL, GroES, DnaJ, DnaK, and GrpE are usually upregulated after heat stress. The chaperones aid in protein folding and maturation. 

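*groEL* (NCDO_0225) and *groES* (NCDO_0226) encode a chaperonin and its co-chaperonin. *groEL* rose from 7172 ± 2453 RPKM in the control to 131023 ± 11344 RPKM (SD, n = 2 each), a log2 fold change of 4.23 (standard error 0.24, adjusted p = 3.17e-07 from limma), and *groES* had 4.18. The genes *grpE* (3.99) and *dnaK* (4.03) rose as strongly, and *dnaJ* less (2.46, standard error 0.18, adjusted p = 1.77e-06 from limma). Over these 5 genes the mean fold change was 14.9 ± 5.40 (SD over the genes).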

Their genes were upregulated ~14–18 times (except *dnaJ*, which was increased ~5-fold) after *L. lactis* was placed for 5 min at 42°C (see Table 2). 

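*clpE*, *clpP* and *clpB* encode parts of Clp proteases and a disaggregating chaperone. *clpE* rose from 4110.1 ± 1057 RPKM in the control to 53366 ± 7671 RPKM (SD, n = 2 each), a log2 fold change of 3.72 (standard error 0.29, adjusted p = 2.79e-06 from limma), *clpB* had a log2 fold change of 2.66 and *clpP* one of 1.94. NCDO_0545, a hypothetical protein gene that adjoins *clpE*, had 3.63 (standard error 0.31, adjusted p = 4.97e-06 from limma), and the annotation used does not tell whether it is llmg_0527. The gene of the regulator CtsR, NCDO_0620, rose with 1.83.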

The Clp protease genes *clpE, clpP*, and *clpB* were also upregulated, as was the gene with an unknown function upstream of *clpE, llmg_0527*. 

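The arginine deiminase genes *arcA*, *arcB*, *arcD1* and the 2 carbamate kinase genes beside them break down arginine to ornithine, ammonia and carbon dioxide with a gain of ATP. *arcB* rose from 1340 ± 156 RPKM in the control to 17957 ± 696 RPKM (SD, n = 2 each), a log2 fold change of 3.75 (standard error 0.22, adjusted p = 3.72e-07 from limma). The 5 genes had a mean fold change of 11.4 ± 2.16 (SD over the genes), and log2 values of 3.01 to 3.75. All 5 were called by limma, and *arcA* had 3.01.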

Surprisingly, expression of genes belonging to the arginine deaminase pathway (*arc* operon) were increased ~11-fold, while this operon was downregulated after 30 min of incubation of *L. lactis* IL1403 at 42°C in previous work (Xie et al., 2004). An operon predicted to be involved in the utilization of maltose (*llmg_0485-llmg_0490*), the ribose operon (*rbsABCDK*) and *llmg_1210*, predicted to encode the drug resistance transporter EmrB, were all upregulated. 

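The genes NCDO_0145 to NCDO_0148, for uptake and breakdown of maltose, rose 3.54 ± 1.21-fold on average (SD over the 4 genes), all 4 called by limma. The ribose genes *rbsABCDK* rose 3.66 ± 1.11-fold (SD over the 5 genes), *rbsD* the most with 2.48 on the log2 scale. *emrB* (NCDO_0584), a drug resistance transporter gene, rose from 147 ± 42.1 RPKM in the control to 929 ± 171 RPKM (SD, n = 2 each), a log2 fold change of 2.67 (standard error 0.32, adjusted p = 6.65e-05 from limma), and was higher after heat than after each of the 5 other stresses. *rmaB*, a gene of a regulator of the MarR family, had 2.96.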

We also observed that the *lacR*-*lacABCDEF* gene cluster, located on the largest plasmid pLP712 of *L. lactis* NCDO712 (Wegmann et al., 2012) and involved in lactose utilization, was upregulated ~3-fold. 

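*lacC*, for tagatose-6-phosphate kinase, rose from 5679 ± 839.8 RPKM in the control to 17872 ± 349.5 RPKM (SD, n = 2 each), a log2 fold change of 1.66 (standard error 0.14, adjusted p = 5.71e-06 from limma). The 7 genes *lacR* and *lacABCDEF* had a mean fold change of 2.63 ± 0.306 (SD over the genes), all 7 called by limma. *lacG* (0.21, standard error 0.15, adjusted p = 0.299 from limma) and *lacX* (-0.08, standard error 0.17, adjusted p = 0.756), the next genes, did not pass. Of these genes, *lacG*, *lacE*, *lacD*, *lacC* and the isomerase genes have counterparts of equal length and near-equal values on numbered contigs. Whether these contigs are chromosome or pieces of the plasmid was not checked by sequence, so reads cannot be assigned to either entry.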

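NCDO_2519, a 5S rRNA gene, fell from 44765 ± 19662 RPKM in the control to 10321 ± 9575 RPKM (SD, n = 2 each), a log2 fold change of -2.45 (standard error 0.81, adjusted p = 0.0375 from limma). In all, 2 of 5 copies of 5S rRNA were lower (1 without control A, control B or heat E). Libraries E and F differed in rRNA, with means of 5971 and 20486 RPKM over the 5S copies and of 2304 and 16559.5 over 16S and 23S, as did control A and B (9328 and 82716 over 16S and 23S), so the fall of 5S rRNA is uncertain. Of 56 ribosomal protein genes, 43 were lower and 0 higher (43 and 0 when adjusted over the list alone), and 0 were higher at an unadjusted p from limma. The gene of ribosomal protein L7/L12 (NCDO_1159) had a log2 fold change of -2.16. With camera the list was lower (adjusted p = 4.37e-18), and with an estimated correlation it was not (adjusted p = 0.185). Calls that other settings ended were those of NCDO_1159 when all 18 libraries were fitted, and for NCDO_2519 under 10 of the 24 alternatives.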

The heat treatment caused a decrease by a factor of 2–3 of several rRNA species, as well as of most tRNA-transcripts (Figure 5). An operon (*llmg_2513-llmg_2515*) containing a gene for the universal stress protein A (UspA) and two uncharacterized genes was decreased most severely after heat shock, followed in severity of fold change by the multidrug resistance protein B gene (*lmrB, llmg_1104)*. 

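SH1215 (NCDO_2420), annotated as a universal stress protein, fell from 3284 ± 321 RPKM in the control to 187 ± 63.5 RPKM (SD, n = 2 each), a log2 fold change of -4.16 (standard error 0.31, adjusted p = 1.87e-06 from limma). The genes on both sides are NCDO_2421, a hypothetical protein (-4.43), and *ywoG*, a transporter of the major facilitator family (-2.01). The 3 genes had a mean fold change of -14.5 ± 9.25 (SD over the genes). *lmrB* (NCDO_1062), a multidrug resistance protein gene, had -1.98 (standard error 0.20, adjusted p = 2.12e-05 from limma).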

In total, 37 sRNAs were differentially expressed (Table 3). 

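LLMGnc_065 had a log2 fold change of -2.51 (standard error 0.43, adjusted p = 0.000819 from limma) after heat stress. LLMGnc_079 was at 7.4 and 3.6 RPKM in the heat libraries and at 37.2 and 29.5 RPKM in the control libraries, a log2 fold change of -2.46 (standard error 1.38, adjusted p = 0.183 from limma). LLMGnc_180 fell with -1.61, and LLMGnc_083 rose with 1.84. Past the threshold here but not under every setting, the call was lost for LLMGnc_180 when all 18 libraries were fitted or without control library A or heat library F.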

Expression of two of them was decreased over 5-fold: LLMGnc_065 (−6.0) and LLMGnc_079 (−6.2).

**Figure 5:**
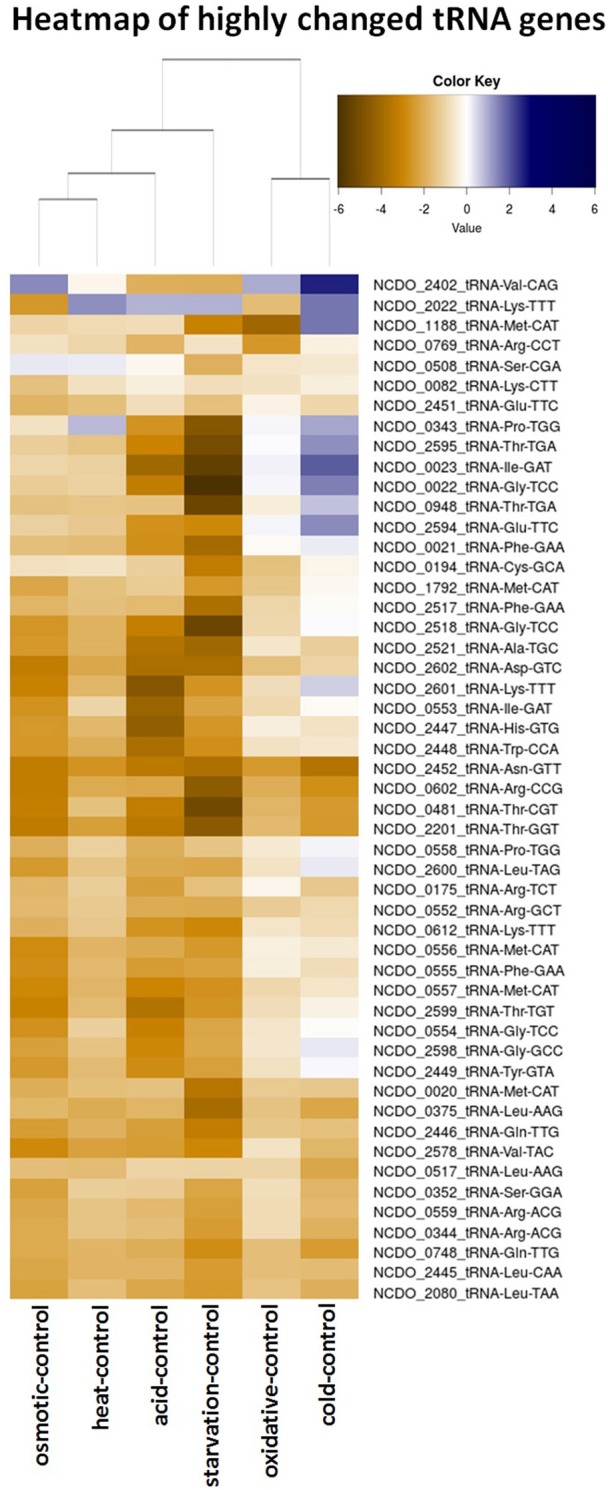
Heatmap of the expression of all tRNA genes from *L. lactis* NCDO712 under the various stress conditions. Expression values are presented in log2-fold, as depicted in the color key.

### Acid stress induces nucleotide biosynthesis and cysteine/methionine metabolism

Genes for *de novo* synthesis of pyrimidines (*pyr*) and purines (*pur*) were highly upregulated after 5 min of exposure to pH 4.5. Expression of these operons was also seen during starvation and, to a lesser extent, upon cold shock. 

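*pyrB*, for aspartate carbamoyltransferase, rose from 2008 ± 1034 RPKM in the control to 34596 ± 1038 RPKM (SD, n = 2 each), a log2 fold change of 4.21 (standard error 0.31, adjusted p = 2.13e-06 from limma). The 10 pyrimidine genes had a mean fold change of 19.4 ± 2.02 (SD over the genes), all called by limma. Of the 7 purine genes *purFLQSCHD*, 6 were called, with a mean fold change of 6.71 ± 5.65. The most raised was *purC* (4.22 on the log2 scale), and *purF* (0.67, standard error 0.31, adjusted p = 0.131 from limma) did not pass. Of the 13 listed pyrimidine genes 10 were higher, and 9 of 12 purine genes (10 and 9 when adjusted over the list alone).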

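*metC*, for cystathionine gamma-lyase, rose from 292 ± 107 RPKM in the control to 4168 ± 368 RPKM (SD, n = 2 each), a log2 fold change of 3.88 (standard error 0.42, adjusted p = 3.38e-05 from limma). *cysK*, the neighbouring gene for cysteine synthase, had a log2 fold change of 3.60. Compared directly, *metC* was higher after acid than after each of the 5 other stresses and *cysK* at least 2-fold higher than after 4 of them.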

Among the top upregulated genes were *metCcysK* encoding a cystathionine gamma-lyase and cysteine synthase, respectively, involved in cysteine and methionine metabolism. The genes *llmg_0333-0340* were all affected by the acid stress applied, although they are not transcribed from the same operon. Among these genes are those of a putative methionine ABC transporter system (*llmg_0335-0340* upregulated), and *thiT* (*llmg_0334*) encoding the thiamine transporter (Erkens and Slotboom, 2010) and a putative transcriptional regulator gene (*llmg_0333*) (both downregulated). 

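*plpA*/*metQ* (NCDO_0301), the substrate-binding protein of a methionine transporter, rose from 179.8 ± 21.4 RPKM in the control to 1299 ± 73.1 RPKM (SD, n = 2 each), a log2 fold change of 2.85 (standard error 0.17, adjusted p = 5.69e-07 from limma). The 6 genes annotated to this transporter had a mean fold change of 4.26 ± 2.16 (SD over the genes), and 4 were called higher by limma. *thiT*, the thiamine transporter gene next to *plpA*, fell with -1.16 (standard error 0.21, adjusted p = 0.00149 from limma). Some calls depend on the setting, with a loss for *plpA/metQ* when all 18 libraries were fitted, and for *thiT* without acid library G.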

The *fab* operon, responsible for the biosynthesis of saturated fatty acids (SFAs) for membrane phospholipids, was upregulated. 

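*fabG*, for a reductase of the chain elongation cycle, rose from 2259.5 ± 464 RPKM in the control to 14658 ± 1515 RPKM (SD, n = 2 each), a log2 fold change of 2.71 (standard error 0.24, adjusted p = 8.12e-06 from limma). All 8 genes from *fabI* to *fabZ2* were called by limma (3 with all 18 libraries fitted), with a mean fold change of 4.08 ± 1.68 (SD over the genes). The 4 acetyl-CoA carboxylase genes rose 7.02 ± 1.85-fold, *accD* the most with 3.06 on the log2 scale.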

Expression of the operon *llmg_2513-2515* was increased, while these genes were strongly downregulated after heat (see above) and salt stress (see further). 

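SH1215 rose to 24262 ± 859 RPKM (SD, n = 2), a log2 fold change of 2.89 (standard error 0.31, adjusted p = 3.23e-05 from limma). Its neighbours *ywoG* (3.39) and NCDO_2421 (2.18) rose as well, and the 3 genes had a mean fold change of 7.47 ± 2.97 (SD over the genes). Compared directly, SH1215 was higher after acid stress than after each of the 5 other stresses, by 2.07 to 7.05 on the log2 scale (largest adjusted p = 0.000278 from limma).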

The putative Mn^2+/^Fe^2+^ transporter gene *mntH*, which is located on plasmid pNZ712, was upregulated 2.5-fold under pH 4.5 stress. 

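*mntH* on plasmid pNZ712 (pNZ712_01) encodes a transporter of the NRAMP family for manganese and iron. It rose from 2368 ± 328 RPKM in the control to 6315 ± 305 RPKM (SD, n = 2 each), a log2 fold change of 1.42 (standard error 0.16, adjusted p = 5.57e-05 from limma). *mgtA* on the chromosome (NCDO_1173) encodes a magnesium transport ATPase of the P type, and fell with -1.64 (standard error 0.15, adjusted p = 1.13e-05 from limma). NCDO_1454, a chromosomal gene annotated as a manganese transporter of the same family as *mntH*, had 1.45.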

Interestingly, the chromosomal gene *mgtA*, putatively specifying Mg^2+^ transport, was downregulated 3.7-fold. Upregulation was furthermore observed for *llmg_1915-1917* (*ykgEFG*) and for the following genes with predicted functions; *llmg_1066* (unknown), *llmg_1133* (exonuclease), and *llmg_1702* (glutathione reductase). 

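*ykgG* rose from 772 ± 379 RPKM in the control to 5979.6 ± 956 RPKM (SD, n = 2 each), a log2 fold change of 3.03 (standard error 0.29, adjusted p = 1.45e-05 from limma). With *ykgE* and *ykgF* it encodes a predicted L-lactate dehydrogenase, and the 3 genes rose 6.54 ± 1.45-fold (SD over the genes). *gor* (NCDO_1637), for glutathione reductase, had a log2 fold change of 0.95 (standard error 0.23, adjusted p = 0.00897 from limma), which did not pass the 2-fold threshold.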

The *fruAKR* operon for fructose transport, conversion of fructose 1-phosphate to fructose 1,6-bisphosphate and their regulation by the FruR repressor (Barriere et al., 2005), was downregulated on average ~28-fold. 

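*fruK*, for 1-phosphofructokinase, fell from 10827 ± 4805 RPKM in the control to 345 ± 1.91 RPKM (SD, n = 2 each), a log2 fold change of -4.89 (standard error 0.29, adjusted p = 5.09e-07 from limma). The 3 *fru* genes had a mean fold change of -24.5 ± 9.23 (SD over the genes). *fhuC*, the ATP-binding subunit of a ferrichrome transporter, fell with -2.03 (standard error 0.14, adjusted p = 1.36e-06 from limma), and the 4 *fhu* genes had a mean fold change of -4.71 ± 1.50, with log2 values of -2.66 to -1.56.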

The *fhuABCD* operon for putative ferric siderophore transport was downregulated by a factor 3–7. 

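LLMGnc_121 rose from 143 ± 55.9 RPKM in the control to 857 ± 87.8 RPKM (SD, n = 2 each), a log2 fold change of 2.63 (standard error 0.47, adjusted p = 0.00152 from limma). It was higher after acid stress than after each of the 5 other stresses, by 1.60 to 3.27 on the log2 scale (largest adjusted p = 0.0193 from limma). LLMGnc_070 (1.34) and LLMGnc_165 (1.76) were the other sRNAs that rose. A call was lost for LLMGnc_070 under 4 and LLMGnc_165 under 5 of the 24 alternatives.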

Of the 51 sRNA genes of which the expression was significantly changed, only 8 were upregulated; among these was LLMGnc_121, which was exclusively upregulated after acid stress (Table 3).

### Osmotic stress induces chaperones and a putative stress-responsive regulator

Osmotic stress was induced by adding 2.5% NaCl to the cell culture for 5 min. Among the highest upregulated genes are those of an operon (*llmg_2163 - llmg_2164*) specifying a putative stress-responsive transcriptional regulator with a PspC domain (Llmg_2163). Both genes are ~10-fold upregulated; it was also induced upon overproduction in *L. lactis* of the membrane protein BcaP (Pinto et al., 2011) and after exposure to the bacteriocin Lcn972 (Martínez et al., 2007). 

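The 3 neighbouring genes NCDO_2075 to NCDO_2077 are annotated as hypothetical proteins. All 3 were called by limma and rose 10.4 ± 1.61-fold on average (SD over the genes), with log2 values of 3.12 to 3.57. *yjgB* (NCDO_1519), a gene of the NLP/P60 family of cell wall hydrolases, rose from 981 ± 37.2 RPKM in the control to 10883 ± 275 RPKM (SD, n = 2 each), a log2 fold change of 3.47 (standard error 0.16, adjusted p = 5.31e-08 from limma). LLMGnc_047 had 2.85.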

A deletion mutant of *llmg_2164* was shown to be very sensitive to NaCl (Roces et al., 2009). In *E. coli*, the *psp* operon is induced after application of various types of stresses including salt stress (Brissette et al., 1991). 

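*busAA* (NCDO_1030) and *busAB* (NCDO_1029) encode the ATP-binding and permease subunits of a glycine betaine transporter. *busAA* rose from 8025 ± 2619 RPKM in the control to 61517 ± 3746 RPKM (SD, n = 2 each), a log2 fold change of 2.98 (standard error 0.21, adjusted p = 6.07e-07 from limma), and *busAB* had a log2 fold change of 2.75. Compared directly, both were higher after osmotic stress than after each of the 5 other stresses.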

As expected, induction was seen of the genes specifying the glycine betaine ABC transport system BusAA-BusAB (~7- to 8-fold). Some of the responses observed during the exposure to the high concentration of salt were similar to those seen after heat stress. In particular, transcripts encoding the chaperones GroEL, GroES, DnaJ, DnaK, and GrpE were upregulated in the same fold change range. Induction of these proteins has been reported previously for both heat and salt stress (Kilstrup et al., 1997). Both operons for oligopeptide transport were also upregulated under the salt stress applied here.

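*dnaK*, for a chaperone, and *grpE*, for its exchange factor, rose after salt by log2 fold changes of 3.43 (standard error 0.30, adjusted p = 3.22e-06 from limma) and 3.62 (standard error 0.17, adjusted p = 5.31e-08). *groEL* (2.91), *groES* (2.90) and *dnaJ* (2.28) rose too, and the 5 genes had a mean fold change of 8.57 ± 2.95 (SD over the genes). In the direct comparison of osmotic with heat stress, *groEL* was lower after salt, with a log2 difference of -1.32 (standard error 0.24, adjusted p = 0.000655 from limma), and so was *groES*, with -1.28. The differences for *dnaK* (-0.60), *grpE* (-0.37) and *dnaJ* (-0.18) did not pass. Over all 2940 genes, 66 were higher and 134 lower in both stresses, and 45 moved in opposite directions. Independent lists of these sizes would share 24.9 and 28.6. The covariance over genes was 0.224, and 0.0537 on average in 100 simulations of unchanged groups that share their controls. The correlation was 0.275, below the 0.498 of the simulations, in which nothing but noise varies. With all 18 libraries fitted, 55 genes were lower in both. The paper states that some responses to salt resembled those to heat, the chaperones in particular.

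**Figure D3:**
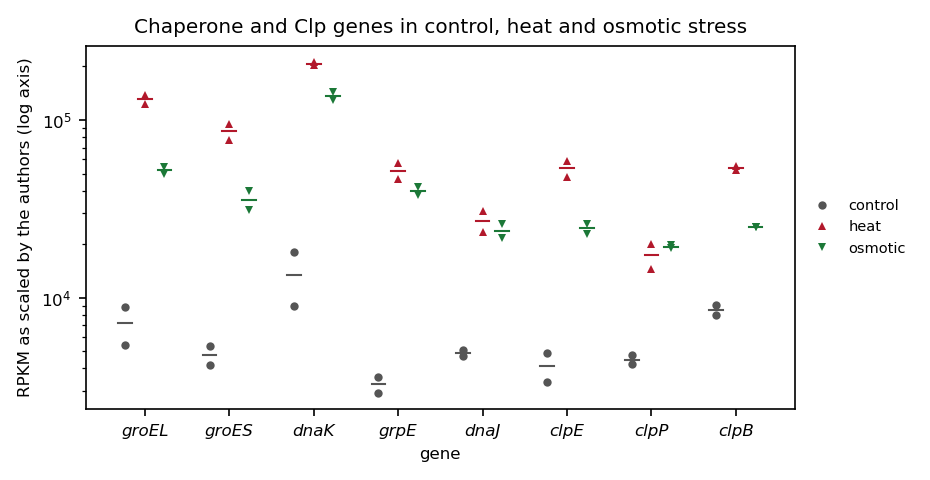
Level in RPKM (log scale) of 8 chaperone and Clp genes in the control, after heat stress and after osmotic stress. Points are single libraries and bars their mean. All 8 genes lie above the control in both stresses, and *groEL*, *groES*, *clpE* and *clpB* lie lower after osmotic than after heat stress.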

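Of 19 genes for oligopeptide transport, listed before the data were examined, 7 were higher and 0 lower (8 and 0 when adjusted over the list alone). *oppA*, the substrate-binding protein of 1 system, rose from 1057 ± 73.5 RPKM in the control to 2365 ± 104 RPKM (SD, n = 2 each), a log2 fold change of 1.16 (standard error 0.16, adjusted p = 7.46e-05 from limma). In that operon 3 of 5 genes were called higher by limma. In NCDO_1966 to NCDO_1970 4 of 5 were called higher, with log2 fold changes of 1.16 to 1.95, among them the ATP-binding subunit NCDO_1967 (1.95), but 1 with all 18 libraries fitted and 2 without control A or osmotic J. In a further set of neighbouring genes, NCDO_0269 to NCDO_0274, 0 of 6 were called higher (0 at an unadjusted p), with log2 fold changes of -0.83 to -0.54. Table 2 of the article lists *oppD* (NCDO_0687) of the first operon as higher, and which second operon is meant is not stated in its text. Lost under another setting was the call for NCDO_1967 when all 18 libraries were fitted.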

Genes encoding transporters for various substrates were strongly downregulated, among which the PTS IIA component genes *fruA* and *ptcA*, that of the IIB PTS component, *bglP, lmrB* specifying multidrug resistance protein B (both *llmg_0967* and *llmg_1104*), *msmK*, encoding a multiple sugar ABC transporter and *amtB* involved in ammonium transport. Also, the gene encoding the glycerol uptake facilitator protein GlpF2 was downregulated by ~10-fold, as was the *lac* operon on pLP712. 

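*bglP*, for a trehalose-specific IIB component, fell from 1731 ± 224 RPKM in the control to 97.9 ± 38.9 RPKM (SD, n = 2 each), a log2 fold change of -4.18 (standard error 0.22, adjusted p = 8.40e-08 from limma), and *ptcA*, a cellobiose IIA component, had -3.88. The log2 fold changes were -4.06 for *fruA*, -2.66 for *lmrB*, -2.10 for the sugar ABC transporter gene *msmK* and -2.76 for the ammonium transporter gene *amtB*. Its neighbour *glnB*, for nitrogen regulatory protein P-II, had -3.44 (standard error 0.18, adjusted p = 8.40e-08 from limma). In the list of maltose and trehalose genes, 8 of 16 were lower and 0 higher (8 and 0 when adjusted over the list alone).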

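*glpF2* (NCDO_0381), for a glycerol uptake facilitator, fell from 115 ± 0.495 RPKM in the control to 10.9 ± 6.51 RPKM (SD, n = 2 each), a log2 fold change of -3.40 (standard error 0.58, adjusted p = 0.000516 from limma). The 7 genes *lacR* and *lacABCDEF* had a mean fold change of -3.08 ± 0.905 (SD over the genes), with 6 called lower by limma and *lacR* (-0.52, standard error 0.13, adjusted p = 0.00717 from limma) not. Some of these plasmid genes have counterparts of near-equal values on numbered contigs, which may be chromosome or plasmid sequence.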

As shown before (Xie et al., 2004), the *potABCD* operon involved in spermidine/putrescine transport and the fatty acid biosynthesis operons *fab* and *acc* were downregulated under osmotic stress. 

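*potC*, for a permease of spermidine and putrescine, fell from 2404 ± 88.7 RPKM in the control to 599 ± 27.9 RPKM (SD, n = 2 each), a log2 fold change of -2.00 (standard error 0.16, adjusted p = 1.82e-06 from limma), and the 4 *pot* genes had a mean fold change of -3.44 ± 0.559 (SD over the genes). Of the fatty acid genes, 6 of 8 *fab* genes and 2 of 4 *acc* genes were called lower by limma, *fabH*, an initiating synthase, with -2.34 on the log2 scale. SH1215 (-1.71), *ywoG* (-2.67) and NCDO_2421 (-1.69) also fell. By limma, 1 *fab* gene and 0 *acc* genes were called lower with all 18 libraries fitted. With control B left out, 4 *fab* and 0 *acc* genes were, and without osmotic I or J 1 *acc* gene. Other settings ended the call for *fabH* when all 18 libraries were fitted.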

As mentioned above, the *llmg_2513-2515* operon was downregulated. From the 44 significantly affected sRNA genes, the expression of LLMGnc_036 (214-fold down), LLMGnc_118 (75-fold down), and LLMGnc_176 (6.3-fold up) was specifically only changed after salt stress using a threshold of 5-fold change.

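LLMGnc_036 was listed at 0 in both osmotic libraries and at 19.6 and 31.7 RPKM in the control libraries (adjusted p = 0.000131 from limma). LLMGnc_118 was at 0 and 1.1 RPKM in the osmotic libraries and at 8.9 and 95 RPKM in the control libraries (adjusted p = 0.00612 from limma). Both were lower after osmotic stress than after each of the 5 other stresses. A fold change is not given for them, since the values at or near 0 make it depend on the pseudocount. A depth of 1 corresponds to 13.7 and 10.7 RPKM in control libraries A and B. Control values of 8.9, 19.6 and 31.7 RPKM thus rest on few reads, which limits the tests against the control as well.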

### Shaking of a culture of *L. lactis* triggers saturated fatty acid biosynthesis genes

From all stress conditions tested, oxidative stress applied by shaking of the culture resulted in the least number of differentially expressed genes (Table 1). 

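*fabH*, for an initiating synthase of fatty acid synthesis, rose the most of all genes after shaking, from 2325 ± 952 RPKM in the control to 10409.5 ± 1365 RPKM (SD, n = 2 each), a log2 fold change of 2.22 (standard error 0.27, adjusted p = 0.00186 from limma). NCDO_1590, annotated as a phage infection protein, fell, with a log2 fold change of -1.93 (standard error 0.24, adjusted p = 0.00198 from limma), and so did *ywoG*, a transporter gene (-1.66). Of 21 genes for oxidative defence, listed before the data were examined, 0 were higher and 0 lower by limma (0 and 0 when adjusted over the list alone, 0 and 0 at the same fold and an unadjusted p of at most 0.05). The 10 pyrimidine genes, all raised in cold, acid and starvation stress, had a mean fold change of -1.60 ± 0.355 (SD over the genes), and 0 were called higher and 0 lower (0 and 2 at the same fold and an unadjusted p of at most 0.05). Alternatives ended the call for *fabH* and NCDO_1590 when all 18 libraries were fitted, and for *ywoG* under 5 of the 24 alternatives.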

The ones that did change did so with relatively minor fold changes. Among the few upregulated genes were those of the pathway for saturated fatty acid biosynthesis, including *fabT*, the transcriptional repressor of this route (Eckhardt et al., 2013). 

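*fabT* (NCDO_1694), the repressor gene of fatty acid synthesis, rose from 433 ± 139 RPKM in the control to 1901 ± 409.6 RPKM (SD, n = 2 each), a log2 fold change of 2.15 (standard error 0.29, adjusted p = 0.00313 from limma). All 8 *fab* genes and all 4 *acc* genes were called higher by limma, with mean fold changes of 3.75 ± 0.714 and 3.25 ± 0.395 (SD over the genes). These calls rest on few libraries: without oxidative L 4 *fab* and 0 *acc* genes were called by limma, with all 18 libraries fitted 0 and 0, with only the 4 libraries of the comparison 0 *acc* genes, and without control A 1. Of the 12 listed genes, 12 were higher (12 when adjusted over the list alone). The list was higher by camera (adjusted p = 2.05e-16), but not with an estimated correlation (adjusted p = 0.185). The call was lost for *fabT* when all 18 libraries were fitted or without oxidative library L.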

Downregulation was seen of *arcABD1C1C2, llmg_1915-1917* (*ykgEFG*), and of genes involved in the uptake and/or utilization of maltose, trehalose, and lactose. The heat shock chaperone genes *groEL* and *groES* were downregulated ~2-fold. 

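*arcB*, for ornithine carbamoyltransferase, fell to 364 ± 96.6 RPKM (SD, n = 2), a log2 fold change of -1.90 (standard error 0.22, adjusted p = 0.00186 from limma), and the 5 *arc* genes had a mean fold change of -2.70 ± 0.661 (SD over the genes). The 3 *ykg* genes had -2.89 ± 0.71, and 8 of 10 maltose genes, NCDO_0784 to NCDO_0793, were called lower by limma. Log2 fold changes were -1.22 for *trePP*, a trehalose 6-phosphate phosphorylase gene, and -1.29 for *lacF* of the plasmid lactose genes, the only one of the 7 called. *groES* had -1.18 (standard error 0.25, adjusted p = 0.0209 from limma) and passed. *groEL* had -0.97 (standard error 0.24, adjusted p = 0.0399 from limma) and did not. Without oxidative L, 2 of 5 *arc*, 0 of 3 *ykg* and 1 of 10 maltose genes were called by limma. The fit of all 18 libraries left 0 *ykg* and 3 maltose genes called, as against 1 maltose gene without control A, 3 without oxidative K and 1 *ykg* gene without control B. Calls that other settings ended were those of *trePP* under 6, *lacF* under 4 and *groES* under 5 of the 24 alternatives.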

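*sodA* (NCDO_0207), for a manganese superoxide dismutase, was at 17839.8 ± 2326 RPKM in oxidative stress and 32506 ± 8259 RPKM in the control (SD, n = 2 each), a log2 fold change of -0.85 (standard error 0.26, adjusted p = 0.0859 from limma), which did not pass the 2-fold threshold. NCDO_2319, an NADH oxidase gene, had 0.10.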

Unexpectedly, the gene for the manganese superoxide dismutase SodA, an enzyme well-known for its role in oxidative stress, was decreased 2-fold relative to the unstressed control. Twenty sRNAs were affected by at least 2-fold. LLMGnc_019 was downregulated 9.4-fold, while it was upregulated in all the other stress conditions (see Table 3).

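LLMGnc_019 was at 2 and 0 RPKM in the oxidative libraries and at 7.6 and 12.6 RPKM in the control libraries. Its log2 fold change in oxidative stress was not called (adjusted p = 0.181 from limma), nor was it in any other stress. Compared directly, it was lower in oxidative stress than in each of the 5 other stresses, where it reached 85.2 and 23 RPKM (cold) and 13.2 and 55.6 RPKM (starvation). A depth of 1 corresponds to 14.2 and 21.0 RPKM in oxidative libraries K and L. These values thus rest on few reads, and the size of the differences depends on the pseudocount.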

### Starvation in PBS resulted in the most dramatic transcriptome changes

Incubation of the cells for 5 min in PBS greatly affected the transcriptome of *L. lactis*, as witnessed by the large number of 150 genes of which the expression had changed significantly, and at least by 5-fold. Different biological functions were switched on or off in response to the sudden absence of basically all nutrients. For example, the operons for the *de novo* biosynthesis of nucleotides, *pyr, pur*, and *car*, were all highly upregulated. Moreover, the genes of several transport systems were upregulated in an apparent attempt to import a (any) carbon source (lactose: *lac* operon, multiple sugar ABC transporter: *msmK*, ribose: *rbs* operon, cellobiose/glucose: *ptcC*), ions (manganese: *mtsA*, zinc: *zit* operon), amino acids (arginine: *arc*, methionine: *metQ*, branched-chain amino acid transporter: *ctrA/bcaP*), and vitamins (riboflavin: *rib* operon). On the other hand, some uptake system genes were downregulated, such as *thiT*, specifying the thiamin transporter, and the *fru* operon for fructose uptake and utilization. 

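*pyrP*, for a uracil permease, rose from 589.5 ± 333 RPKM in the control to 9529.6 ± 566 RPKM (SD, n = 2 each), a log2 fold change of 4.14 (standard error 0.31, adjusted p = 8.82e-07 from limma), and the 10 pyrimidine genes had a mean fold change of 15.5 ± 4.35 (SD over the genes), all called by limma. *carB* of the carbamoyl phosphate synthase had a log2 fold change of 4.17. All 7 *purFLQSCHD* genes were called, with a mean fold change of 7.57 ± 2.74.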

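*msmK* rose from 628 ± 240.4 RPKM in the control to 11215 ± 3316 RPKM (SD, n = 2 each), a log2 fold change of 4.18 (standard error 0.30, adjusted p = 6.01e-07 from limma). *ptcC* had 1.53, and 4 of 5 *rbs* and 5 of 7 *lac* genes were called higher by limma, with mean fold changes of 2.49 ± 0.839 and 2.30 ± 1.71 (SD over the genes). Of the *rbs* genes 2 were called with all 18 libraries fitted or with median-of-ratios scaling, and 1 without control A. *zitR* had 4.19, the manganese-binding gene NCDO_1096 2.45, *arcD1* 1.74, *plpA*/*metQ* 1.81 and *ribU*, for riboflavin uptake, 2.25 (standard error 0.50, adjusted p = 0.0027 from limma). The paper describes the raised transport systems as an apparent attempt to take up carbon sources, ions, amino acids and vitamins. Past the threshold here but not under every setting, the call was lost for *plpA/metQ* when all 18 libraries were fitted.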

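*thiT* fell from 489 ± 26.3 RPKM in the control to 169 ± 2.40 RPKM (SD, n = 2 each), a log2 fold change of -1.52 (standard error 0.21, adjusted p = 7.28e-05 from limma), and the 3 *fru* genes had a mean fold change of -9.76 ± 2.25 (SD over the genes), *fruA* with -3.60 on the log2 scale. *busAA* (-1.98) and *lysP* (-2.08) fell too, and the *fhu* genes had -3.22 ± 1.83 with 3 of 4 called.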

Strong downregulation was also observed for the genes of all six cold shock proteins. 

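All 6 cold shock protein genes fell. *cspB* went from 2318 ± 377 RPKM in the control to 81.8 ± 3.18 RPKM (SD, n = 2 each), a log2 fold change of -4.80 (standard error 0.23, adjusted p = 3.74e-08 from limma). *cspA* had -3.60, *cspC* -2.71, NCDO_1185 -2.15, NCDO_1206 -4.53 and *cspE* -2.92. The mean fold change over the 6 was -13.6 ± 9.65 (SD over the genes).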

Dozens of (predicted) transcriptional regulators were affected upon the starvation stress applied here, among which all of the *spxA* genes. Interestingly, the expression profiles were very different. For instance, *spxA* with locus tag *llmg_0640* was decreased ~19-fold, while expression of *llmg_1703* and *llmg_1130* was increased 12.5- and 53-fold, respectively. 

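NCDO_1088, annotated as related to arsenate reductase, rose from 30.1 ± 5.02 RPKM in the control to 1868 ± 391 RPKM (SD, n = 2 each), a log2 fold change of 5.90 (standard error 0.49, adjusted p = 1.66e-06 from limma), and NCDO_1636 had 3.86 (standard error 0.15, adjusted p = 1.27e-08). NCDO_0643 fell with -4.01 (standard error 0.19, adjusted p = 3.74e-08 from limma). The fourth gene of the Spx family, NCDO_0121, had -0.07 (standard error 0.21, adjusted p = 0.787 from limma) and did not pass. Compared directly, NCDO_1088, NCDO_1636 and NCDO_0643 differed in starvation from each of the 5 other stresses. Of 118 listed regulators, 10 were higher and 12 lower (10 and 12 when adjusted over the list alone).

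**Figure D4:**
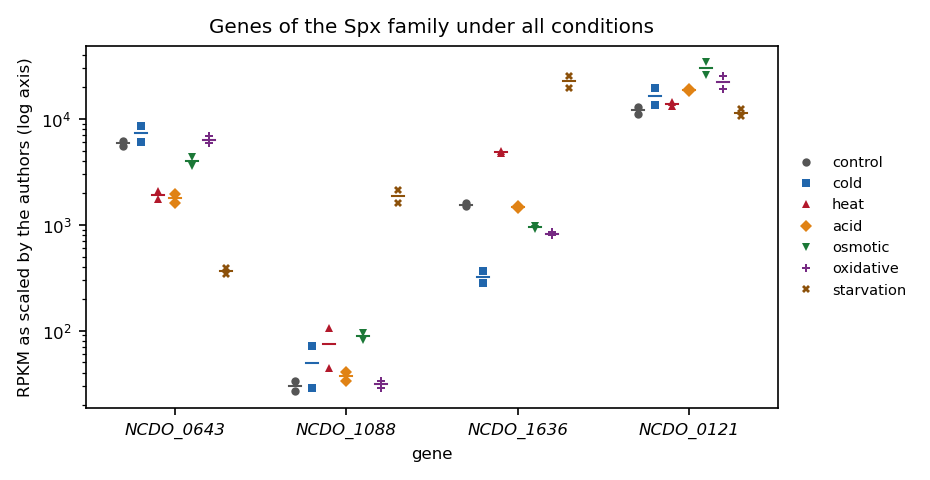
Level in RPKM (log scale) of 4 genes of the Spx family in the 7 conditions. Points are single libraries and bars their mean. NCDO_1088 and NCDO_1636 are highest after starvation and NCDO_0643 lowest.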

Notably, the gene for the putative transcriptional repressor CadC, which is located on plasmid pSH73 (Tarazanova et al., 2016), was 4.9-fold upregulated. 

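No gene of plasmid pSH73 carries the name *cadC* in the annotation used. psH73_07, annotated as a cadmium efflux ATPase, rose from 552 ± 46.6 RPKM in the control to 1926 ± 586 RPKM (SD, n = 2 each), a log2 fold change of 1.77 (standard error 0.19, adjusted p = 9.48e-06 from limma). psH73_06, the gene beside it, has no product name and had 2.40 (standard error 0.24, adjusted p = 7.24e-06 from limma). psH73_08, a hypothetical protein gene, had 1.36.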

Besides a strong decrease in the expression of different tRNA genes, also transcripts for ribosomal proteins were downregulated. 

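NCDO_2473, the gene of ribosomal protein S9, fell to 30394 ± 1038 RPKM (SD, n = 2), a log2 fold change of -2.12 (standard error 0.21, adjusted p = 5.35e-06 from limma). Of 56 ribosomal protein genes, 20 were lower and 0 higher (20 and 0 when adjusted over the list alone), and 0 were higher at an unadjusted p. NCDO_2192, for ribosomal protein L15, had -2.28.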

Starvation changed the expression of 75 sRNAs, of which the majority was downregulated. 

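LLMGnc_060 had a log2 fold change of 1.51 (standard error 0.30, adjusted p = 0.00131 from limma) in starvation, and was at least 2-fold higher there than in 3 of the 5 other stresses. LLMGnc_023 rose from 43.0 ± 41.9 RPKM in the control to 342 ± 190.3 RPKM (SD, n = 2 each), a log2 fold change of 3.28 (standard error 0.64, adjusted p = 0.00112 from limma). Also raised were LLMGnc_034 (2.53) and LLMGnc_049 (2.02). Some calls depend on the setting, with a loss for LLMGnc_060 without starvation library N, and for LLMGnc_034 with protein-coding totals as library size or without control library A or starvation library M, and for LLMGnc_049 without control library A or starvation library M.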

The nine sRNA genes that were upregulated after starvation were also increased under at least one of the other conditions tested here, with the exception of LLMGnc_060, which was only affected after starvation.

## Discussion

High-throughput RNA sequencing was used in this study to examine the transcriptome changes caused by various industrially relevant stress conditions applied to *L. lactis* NCDO712. Previous studies using DNA microarray- and proteomics technologies have identified genes and proteins involved in the various environmental stress responses in *L. lactis*. However, little to no insight has been obtained so far as to which small regulatory RNAs (sRNAs) and antisense transcripts (asRNAs) are affected by stress, and to what extent. The strand specificity of DNA microarray probes does not allow detection using this technology of antisense transcripts. Also, conventional DNA microarrays usually do not carry tRNA probes and, of course, no probes for as yet undefined transcripts; high-density tilling arrays can detect unknown transcripts. RNA sequencing can be used to uncover all transcripts in an organism at a specific moment in time. It also provides a higher dynamic range for quantitative gene expression analysis than DNA microarrays, provides single-base resolution and suffers less from background noise signals (Wang et al., 2009). In the present study, we have applied a size cut-off of 50 nt to detect sRNAs.

Bacterial cells employed during starter culture or cheese production encounter stress conditions that are similar to the ones applied here, albeit not always as instant and short-lived (5 min induction in our experiments). We chose such a very brief duration of the stressors because we were interested in the ensuing very first transcriptional responses, while in previous studies stress conditions were applied for 10 min to up to 4 h (Sanders et al., 1999). The longer the exposure time, the more secondary effects are activated that obscure the actual first response. The expression of stress-induced genes can quickly build up to a certain level, after which it decreases again. This is, for instance, observed for the *L. lactis hrcA, groESL, dnaJ*, and *dnaK* genes, which all reach a maximum expression level after 15 min of heat shock (Arnau et al., 1996). A study in *Salmonella typhimurium* shows a detailed overview of sRNA expression over time, by sequencing of Hfq-bound transcripts. While some sRNAs were expressed throughout growth, others were only dominant at one specific growth phase (Chao et al., 2012). Growth-phase and stress-dependent expression of sRNAs in *L. lactis* were only conducted for a selection of sRNAs in our previous work (van der Meulen et al., 2016). Here, we focused our analyses on the changes in expression levels of sRNA genes and of tRNA genes. Albeit that the current study was of a fundamental nature, some of the results presented here might ultimately be used in starter culture production or milk fermentation by applying short pulses of stress to the bacteria.

We observed that a number of operons and individual genes were highly affected by three or more stress conditions. For example, the *pur* and *pyr* operons for the *de novo* synthesis of purines and pyrimidines were upregulated after cold, acid and starvation stress. 

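*fruR* (NCDO_1543), the repressor gene, was lower after cold (-3.81), acid (-3.80), osmotic (-2.30) and starvation stress (-2.94) and higher after heat (1.15, standard error 0.34, adjusted p = 0.0185 from limma). It did not pass in oxidative stress (0.13). From the lower level in 4 stresses and earlier reports of higher *fru* levels elsewhere, the paper says that *fru* could be argued to be reactive to different stresses. A call was lost for *fruR* in heat under 5 of the 24 alternatives.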

The *fruAKR* was downregulated upon cold, acid, osmotic, and starvation stress. The *fru* operon was previously reported to be upregulated in response to cell envelope stress by the bacteriocin Lcn972 in *L. lactis* (Martínez et al., 2007), and upregulated in *Lactococcus garvieae* after cold stress (Aguado-Urda et al., 2013). Therefore, we could argue that *fru* is highly reactive to different stressors. 

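*metC* and *cysK* encode a lyase and a synthase of cysteine and methionine metabolism. After cold stress *metC* had a log2 fold change of 1.64 (standard error 0.42, adjusted p = 0.00929 from limma) and *cysK* 2.03, and after heat 1.51 and 1.41. In starvation they had 2.57 and 2.98. In oxidative stress *metC* (1.50, standard error 0.42, adjusted p = 0.0659 from limma) and *cysK* (1.20, standard error 0.36, adjusted p = 0.0839) did not pass, nor did they in osmotic stress (-0.58 and -0.44). Lost under another setting was the call for *metC* in cold when all 18 libraries were fitted or without cold library D or control library A, and for *cysK* in cold when all 18 libraries were fitted, and for *metC* in heat and *cysK* in heat when all 18 libraries were fitted or without control library A or heat library F.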

The *metC*-*cysK* operon was upregulated under all stress conditions applied here except salt addition. The highest effect was observed in acid stress. The *Lactobacillus plantarum metC-cysK* genes were upregulated after exposure to 0.1% porcine bile (Bron et al., 2006), but downregulated by *p*-coumaric acid (Reverón et al., 2012). Genes from the saturated fatty acid biosynthesis pathway (*fab* and *acc*) were upregulated after oxidative, cold and acid stress, while they were downregulated after starvation, heat and salt stress. 

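In starvation *accC*, for biotin carboxylase, rose from 1317 ± 320.5 RPKM in the control to 12527 ± 2393 RPKM (SD, n = 2 each), a log2 fold change of 3.26 (standard error 0.29, adjusted p = 3.21e-06 from limma), and the 4 *acc* genes had a mean fold change of 9.35 ± 3.34. Of the 8 *fab* genes, 4 were higher and 0 lower, with a mean fold change of 2.83 ± 2.78 (SD over the genes). After heat stress 4 of 8 *fab* genes and 0 of 4 *acc* genes were called lower by limma, *fabZ1* with -1.60 on the log2 scale, and 0 *fab* genes with all 18 libraries fitted. The paper proposes that fatty acid synthesis in this species adapts to various stressors. Other settings ended the call for *fabZ1* in heat when all 18 libraries were fitted.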

For cold stress, however, one would have expected to see a decrease in SFAs, to maintain membrane fluidity at lower temperatures (Tsakalidou and Papadimitriou, 2011). The differences observed during oxidative stress might not be caused by higher levels of oxygen, but rather by the shaking that was used to induce oxidative stress. Previously, it was reported that cell envelope stress caused by membrane protein overproduction also affects *fab*. The exact response in this study depended on the identity of the overproduced membrane protein, leading to either an increase or a decrease in *fab* expression (Marreddy et al., 2011). We therefore propose that fatty acid biosynthesis in *L. lactis* is highly adaptive to various stressors and might rapidly fluctuate in time after the stress has been applied.

Major groups of defense mechanisms were significantly induced, despite the short exposure times employed. These include transcripts encoding protein chaperones such as GroEL, GroES, DnaK, DnaJ, and GrpE, which were induced during heat and salt stress. These conditions also induced protease genes such as *clpE, clpP*, and *clpB*. 

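The protease subunit gene *clpE* had a log2 fold change after osmotic stress of 2.60 (standard error 0.29, adjusted p = 1.96e-05 from limma), *clpB* 1.55 and *clpP* 2.12, and the 3 genes had a mean fold change of 4.44 ± 1.57 (SD over the genes). *clpB* and *clpE* were lower after salt than after heat, with log2 differences of -1.11 and -1.12, and for *clpP* the difference (0.18) did not pass.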

Cold shock induces *cspA, cspB, cspC*, and *cspD* specifying the major cold shock proteins binding to DNA or RNA (Ermolenko and Makhatadze, 2002). 

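The zinc transporter genes NCDO_2331 to NCDO_2333 also rose in starvation, with a mean fold change of 5.93 ± 4.09 (SD over the 3 genes). In the cold NCDO_2331, the zinc-binding protein, rose from 1396 ± 199 RPKM in the control to 27073 ± 334 RPKM (SD, n = 2 each), a log2 fold change of 4.28 (standard error 0.14, adjusted p = 3.78e-09 from limma). In osmotic and oxidative stress 0 of the 3 were called higher by limma (0 and 0 at an unadjusted p). The paper proposes from the cold response that zinc ions play a part in cold stress.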

During cold stress, the *zit* operon for the uptake of Zn^2+^ was highly upregulated, suggesting that zinc ions play an important role during cold stress, possibly as a cofactor for cold stress-related proteins, and/or have an effect on membrane fluidity. Osmotic stress expectedly induced the expression of the genes of the transport proteins BusAA-BusAB. However, no significant induction of *gadCB* was observed after osmotic and heat stress. 

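*gadB*, for glutamate decarboxylase, had a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.00306 from limma) in osmotic and 0.23 (standard error 0.14, adjusted p = 0.208) in heat stress. *gadC*, for the antiporter, had 0.51 and 0.33. Neither gene reached a 2-fold change in any of the 6 stresses.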

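The glycerol facilitator gene *glpF2* had a log2 fold change of 1.24 (standard error 0.58, adjusted p = 0.0928 from limma) in starvation, which did not pass, and 0.95 (standard error 0.58, adjusted p = 0.22) in heat stress. Compared directly, it was lower after osmotic stress than after each of the 5 other stresses, with log2 differences of -4.64 to -3.01 (largest adjusted p = 0.00115 from limma).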

Strong downregulation of *glpF2* was observed specifically after osmotic stress, while it was slightly increased after starvation. The glycerol uptake facilitator protein GlpF2 from in *L. plantarum* was shown to facilitate the diffusion of water, dihydroxyacetone and glycerol (Bienert et al., 2013), and could be an important factor for osmotic homeostasis in the cell. The upregulation of the *arc* operon after incubation for 5 min at 42°C was unexpected, since it has been reported before that *arc* decreases upon 30 min of heat stress at 42°C (Xie et al., 2004). This might be explained by differences in the heat exposure times and/or the specific strains used. Also, the arc operon is under complex regulation, with several protein regulators being involved [CcpA, ArgR/AhrC and, possibly, CodY (den Hengst et al., 2005; Zomer et al., 2007; Larsen et al., 2008)], which apparently leads to a rather dynamic expression profile (J.P. Pinto, PhD thesis, Groningen, 2015). Another unexpected result was the decrease of *sodA* expression during oxidative stress, while this gene is usually reported to be strongly induced under these circumstances (Sanders et al., 1995; Miyoshi et al., 2003). The short time of shaking (5 min) did perhaps not allow building up stressful oxygen levels. A more pronounced effect could have been generated with baffled shake flasks or by active addition of oxygen to the flasks, although these conditions would be far from industrial reality. Stress-related operons and genes reported before and observed here are summarized in Figure 6.

**Figure 6:**
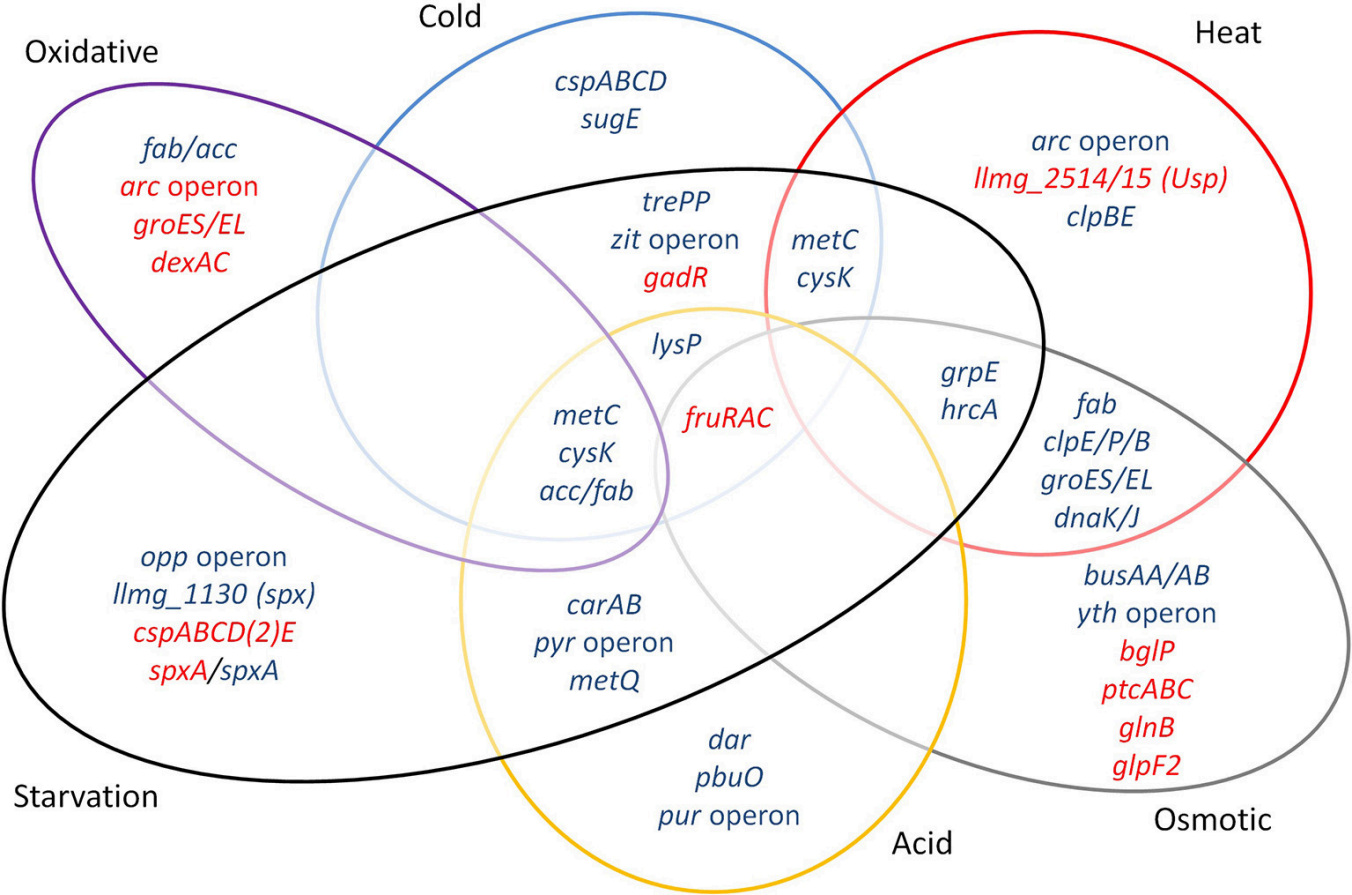
Venn diagram assembled from highly differentially expressed genes and stress-related operons and genes reported previously and observed in this study. Blue font: upregulated genes, red font: downregulated genes.

The plasmids of *L. lactis* NCDO712 have recently been sequenced and annotated, allowing examining the responses of their genes to the various stresses applied here. Indeed, various plasmid genes were affected under stress, such as the lactose utilization *lac* operon on pLP712, the putative Mn^2+/^Fe^2+^ transporter specified by *mntH* (pNZ712; acid stress) and the gene for a possible transcriptional repressor, *cadC* (pSH73; starvation). Since we applied a very short time of 5 min of stress exposure it is unlikely that these differences were the result of a change in plasmid copy numbers.

Transfer RNAs (tRNAs) are crucial components in translation. The rate of translation of a certain codon is directly coupled to the amount of cognate tRNA in the cell (Varenne et al., 1984), which is a measure of gene expression potential of the bacterial cell. Recently, the tRNAome of *L. lactis* was determined including the positions of 16 post-transcriptional modifications (Puri et al., 2014). Protein-overexpression stress employed in that study led to changes in tRNA expression required for up-regulation of housekeeping genes. An increase in tRNAs that would reflect the codon usage of the gene of the overexpressed protein was not seen. In the study presented here we generally observe a decrease of most of the tRNAs when *L. lactis* is placed under stress. Heat, cold, and oxidative stress seems to affect cellular tRNA transcript levels the least; we noted that cold stress induces the expression of seven tRNA genes. The RNA-seq data did not allow uncovering the actual charging or state of modification of the tRNAs.

Of the 186 sRNA genes currently annotated in *L. lactis* more than half were shown to be differentially expressed in response to one or more of the six different stress conditions that we employed. Since functional characterization has only been performed for a small number of these sRNAs (van der Meulen et al., 2016), only a few conclusions can be drawn as of yet. Some of the downregulated sRNAs might perform housekeeping functions and would not be required under conditions in which cells do no longer grow. On the other hand, sRNAs that are induced might respond to the stressor either to bring the cells into a protective state of slower or no growth, or they might act more specifically in order to overcome the harmful environmental change. Research on the latter group of sRNAs could increase our insights in their functioning during industrially relevant stress conditions and is currently ongoing.

## Author contributions

SM and JK designed the experiments; SM performed the experiments; SM and AJ analyzed the data; SM and JK wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Information S1 Excel table containing the input files for T-Rex.

How the deposited data were processed for this re-analysis (not part of the article)

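The series holds 18 RNA-seq libraries of *L. lactis* NCDO712, of which 14 belong to the article: 2 libraries each of cells held for 5 min in the control condition and under cold, heat, acid, osmotic, oxidative or starvation stress. The 4 others come from whey permeate (2 labelled wt and 2 labelled glucose). The article does not report on them, and what these labels stand for is not given in the sources used here. Sample conditions were taken from the sample labels and the methods.

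The RPKM values were made by the authors before deposit: strand-specific ScriptSeq libraries were sequenced on an Illumina HiSeq2000, reads were trimmed to a PHRED score above 28 and aligned with Bowtie 2 (version not given in the sources used here) to the chromosome contigs and the 6 plasmids, and 1 value was computed for each of 2956 features. The tool that computed the values per feature is not given in the sources used here. The deposited scaled RPKM values equal the authors' RPKM values times 1 factor per library, which brings the median over features to 1000.1 to 1001.8 RPKM. The series table holds these scaled values, and they equal those of the sample files for every feature. A further column with coverage values, as deposited by the authors, is headed as a count, but its values behave as coverage summed over the bases of each feature. This was inferred from the values themselves, so the column was used for depth alone and not as reads.

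Summed over the features, coverage per library was 602.7 and 773.3 Mb in the control libraries A and B, 943.9 and 491.0 in cold C and D, 706.6 and 589.1 in heat E and F, 433.9 and 466.9 in acid G and H, 568.6 and 573.7 in osmotic I and J, 618.4 and 440.4 in oxidative K and L, 354.9 and 477.6 in starvation M and N, 569.4 and 585.4 in whey wt O and P, and 459.6 and 523.5 in whey glucose Q and R. A depth of 1 over a feature corresponds to 6.65 to 26.6 RPKM, depending on the library, so values near 10 RPKM rest on few reads. Ribosomal RNA made up 0.157% to 4.38% of the coverage, most in control B and next in cold D (3.21%).

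Each stress was compared with the control on log2(RPKM + 1) of the scaled values, for the 2940 features with a mean of at least 10 RPKM over the 14 libraries. The test was limma (version 3.58.1, with statmod 1.5.0 in R 4.3.3), with a trend of the variance and robust moderation, in 1 model of the 7 conditions with 7 residual degrees of freedom and a median of 4.75 prior degrees of freedom. Values of p were adjusted by Benjamini-Hochberg over the 2940 features of each comparison. Features were called at a fold change of at least 2 and an adjusted p of at most 0.05, and as high-fold at 5 and 0.01. Genes that the article describes as changed in 1 stress or in opposite directions were also compared directly between stresses in the same model. Each of 41 gene lists, fixed before the data were examined, was summarised by its called members, also adjusted over the list alone, and by camera with a preset correlation of 0.01 between genes and with an estimated one. The article's tables had been read before the lists were fixed. Members of lists were matched by symbol and product text, and where the annotation holds no symbols the matching product texts were chosen after the annotation had been read. Overlaps of heat and osmotic stress and of sRNAs were set beside independent lists and beside 100 simulations of unchanged groups that share their controls. Tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

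Genes named in the text were chosen by a rule written before the data were examined: every gene, operon, sRNA and tRNA that the article names and that could be matched, the genes with the 10 highest and the 10 lowest changes of each stress among those called, on the same side of both control libraries in both stress libraries and with a mean of at least 20 RPKM over these 4, the 3 highest and 3 lowest called sRNAs and tRNAs by the same rule, and the 4 members of each list with the smallest p. Values in the article's tables count as seen. NCDO_1615, NCDO_1863 and NCDO_2002 fall outside this rule and were chosen after their values were seen. The 4 antisense RNAs named in the closing part were also chosen after their values were seen. Genes were matched to the article by its own symbols and by symbols or product texts in the deposited annotation. llmg_0333, llmg_0527, llmg_0967, llmg_1066, llmg_1133, *bcaP*, *cadC* and *mtsA* could not be matched and are not analysed here under these names. The fold change of an operon is the mean over its genes with the SD over genes, which is not an error over replicates.

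The test was tried on simulated data with 2 libraries per group: of 100 genes with a true log2 change of 1.5, 89% to 94% were called, of 100 with a change of 3, 98% to 100%, and of unchanged genes 0.0365% to 0.146%. Changes were given only to genes above a set mean level, and the noise was normal with the SDs of the fit. The shares may therefore not hold for features with values at or near 0 RPKM.

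The replicates come from 2 cultures divided over all conditions, but the labels do not tell which libraries share a culture, so no block was set. Alternatives tried were median-of-ratios scaling, protein-coding totals as library size, no filter and a filter of 50 RPKM, pseudocounts of 0.1 and 10, unadjusted p, only the 4 libraries of a comparison, all 18 libraries, and leaving out each library in turn. Leaving out the 2 libraries highest in rRNA was added after the rRNA values had been seen. Tests that need read counts were not run, since none are in the files. The gene table of another strain held with the reference files was not used here, and a supplementary sheet of values that is held only in part was not used here. Identical gene copies cannot be separated without the genome sequence, which was not used here.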

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

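The rules that picked the results of this part were all set after results had been seen, and no test of a cause was run on them. Genes that passed a fold change of 5 and an adjusted p of 0.01 in opposite directions in 2 stresses, with a mean of at least 20 RPKM, stand first. Genes chosen in this way were bound to differ between the 2 stresses, so the p of that difference restates the choice. Log2 fold changes against the control of *cspA*, a cold shock protein gene, were 4.35 after cold stress and -3.60 after starvation, and the direct difference was 7.95 (standard error 0.29, adjusted p = 2.20e-09 from limma). Its level was 1141 ± 229 RPKM in the control, 24067 ± 9843 after cold stress and 95.2 ± 35.3 after starvation (SD, n = 2 each). Those of *cspB* were 2.92 after cold stress and -4.80 after starvation, and the direct difference was 7.71 (standard error 0.23, adjusted p = 4.34e-10 from limma), and those of *cspC* 2.84 after cold stress and -2.71 after starvation, and the direct difference was 5.55 (standard error 0.25, adjusted p = 9.80e-09 from limma). For *ywoG*, a transporter gene, they were 3.39 after acid stress and -2.67 after osmotic stress, and the direct difference was 6.06 (standard error 0.39, adjusted p = 1.55e-07 from limma). Between osmotic stress and starvation the *ywoG* difference was -6.35 (adjusted p = 6.53e-08 from limma), with 180.2 ± 38.7 and 15763 ± 8266 RPKM. *SH1215*, annotated as a universal stress protein family gene and a neighbour of *ywoG*, gave -4.16 after heat stress and 2.89 after acid stress, and the direct difference was -7.05 (standard error 0.31, adjusted p = 2.83e-08 from limma). NCDO_2002, annotated as a hypothetical protein, gave -2.74 after osmotic stress and 2.95 after starvation, and the direct difference was -5.69 (standard error 0.25, adjusted p = 6.31e-09 from limma). Leaving out any library, or changing the scaling, the filter or the pseudocount, left each of these calls against the control past the 2-fold threshold.

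Some gene lists that the article does not discuss had at least 50% of their members called in 1 direction by limma. Of the genes for translation factors and RNA polymerase, 6 of 12 were lower (median log2 fold change -0.92, camera adjusted p = 9.32e-05, 3.59e-05 to 0.0106 over 23 alternatives, and adjusted p = 0.185 with an estimated correlation) after heat stress, and 7 of 12 were lower (median log2 fold change -1.26, camera adjusted p = 0.000761, 0.000259 to 0.0275 over 23 alternatives, and adjusted p = 0.185 with an estimated correlation) after osmotic stress. NCDO_2195, for translation initiation factor 1, had log2 fold changes of -1.55 and -2.00, and NCDO_2199, for the alpha subunit of RNA polymerase, of -1.66 and -1.76. Genes of histidine synthesis were higher in heat stress and in starvation: 7 of 10 were higher (median log2 fold change 1.11, camera adjusted p = 0.00025, 8.11e-05 to 0.0549 over 23 alternatives, and adjusted p = 0.399 with an estimated correlation) in the first, and 9 of 10 were higher (camera adjusted p = 0.00362, 0.000624 to 0.138 over 23 alternatives, and adjusted p = 0.533 with an estimated correlation) in the second. NCDO_1233, the catalytic subunit of the first enzyme of that pathway, had 1.65 and 1.95. In starvation, of the genes of branched-chain amino acid synthesis 7 of 9 were higher (median log2 fold change 1.53, camera adjusted p = 0.0175, 0.00418 to 0.0549 over 23 alternatives, and adjusted p = 0.587 with an estimated correlation), with NCDO_1243, for 2-isopropylmalate synthase, at 1.62. Of the genes of arginine synthesis 6 of 8 were higher (median log2 fold change 1.43, camera adjusted p = 0.0238, 0.00439 to 0.29 over 23 alternatives, and adjusted p = 0.668 with an estimated correlation), with NCDO_0506, for argininosuccinate lyase, at 2.43. Of the genes of the F1F0 ATPase 4 of 8 were higher (median log2 fold change 0.98, camera adjusted p = 0.0158, 0.00773 to 0.0212 over 23 alternatives, and adjusted p = 0.329 with an estimated correlation), with NCDO_1863, for its epsilon chain, at 1.30. With all 18 libraries fitted, the calls of the histidine, branched-chain and arginine lists by camera were lost, and so was that of the arginine list without control library A. The neighbouring genes of 1 operon are not independent, which is what the estimated correlation allows for. Whether the change of a list differed between stresses was not tested.

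The article says that antisense RNAs were assessed and that a number of them changed, and its text gives no values for them. Of 30 tested, 14 were called by limma in at least 1 stress, and 10 to 15 under the alternatives, the fewest without control library B. This share is near that of all genes, of which 1435 of 2940 were called in at least 1 stress. The other 10 annotated antisense RNAs were listed at 0 in all 18 libraries. as-NCDO_0079 went from 1538 ± 134 to 159 ± 9.33 RPKM after osmotic stress (log2 fold change -3.26, standard error 0.16, adjusted p = 8.40e-08 from limma). as-NCDO_0603 went from 522 ± 103 to 2133 ± 613 RPKM after heat stress (log2 fold change 2.01, standard error 0.21, adjusted p = 2.23e-05 from limma), as-NCDO_0727 from 1493 ± 249 to 3741 ± 556 RPKM after starvation (log2 fold change 1.33, standard error 0.15, adjusted p = 1.65e-05 from limma), and as-NCDO_2056 from 20802 ± 261 to 6517 ± 636 RPKM after osmotic stress (log2 fold change -1.68, standard error 0.22, adjusted p = 6.92e-05 from limma). The call for as-NCDO_2056 was lost when all 18 libraries were fitted. These 4 were chosen after their values were seen. Reads of the opposite strand cannot be excluded as a part of these values, since no strand-resolved reads were used here.

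The whey permeate libraries, which the article does not report on, stood apart from the control. At least 2-fold higher in all 4 than in both control libraries were 159 genes, and at least 2-fold lower 182. Leaving out any 1 of these 6 libraries gave 159 to 226 higher and 187 to 211 lower genes. By construction these counts could not fall, since fewer libraries had to meet the rule, so they are no sign of stability. With no minimum fold, 743 genes (25.3%) were higher and 877 (29.8%) lower in all 4, where chance gives 6.67% in each direction. This was not a test between conditions.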

How the results depend on the processing

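Leaving out the 2 libraries highest in rRNA was chosen only after the rRNA values had been seen, and the other alternatives were set before the data were examined. No call of a named gene, operon or list reversed under any of them, and the split between higher and lower genes turned in 3 stresses, as given below. Of 1076 calls of named genes, 598 were kept under each alternative and 478 were lost under at least 1: 322 with all 18 libraries fitted, 177 without control A, 141 without control B, 135 without the 2 libraries highest in rRNA, 91 with protein-coding totals, 53 with median-of-ratios scaling, 42 with only the 4 libraries of the comparison, 24 and 5 with pseudocounts of 10 and 0.1, 1 with no filter, and 25 to 56 without any other single library. Where 1 library of a condition is left, it is assumed to vary like those of the other conditions. All lists called by camera with a preset correlation of 0.01 were lost with an estimated one. Values near 10 RPKM rest on few reads, and of the alternatives the pseudocount and the filter bear on these. No paired analysis was possible because the labels do not tell which libraries share a starting culture. Not run, since they need read counts, were a DESeq2 Wald test, an edgeR likelihood ratio test and library totals alone. A planned route with RPKM values in edgeR was not run either, since edgeR takes counts. The log2 RPKM scale planned as an alternative was the one used throughout. A filter on average log2 CPM above 1 left the sRNA counts within 1.5 times.

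The share of called genes that were higher depends on the scaling. In starvation it was 59.1%, with median-of-ratios scaling 41.5% and with protein-coding totals 44.0%. In cold stress it was 52.2%, 50.5% and 79.2%, in acid stress 51.5%, 41.2% and 45.6%, and in oxidative stress 33.9%, 26.5% and 19.8%. The split also turned in acid stress with all 18 libraries (93 higher and 108 lower) and without acid G (129 and 151), and in cold stress without cold D (225 and 239) or control A (173 and 186). The first of these scalings shifted the median over all genes by -0.25 (log2) in starvation and -0.10 in acid stress, and the second by 0.28 in cold, -0.16 in oxidative stress and -0.20 in starvation. Such a shift moves all genes of a stress alike, which is the construction of a scaling.

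The counts and values below moved by more than 1.5 times or more than the spread between replicates. The oxidative distance over protein-coding genes alone is the exception. The cause was not tested unless named. Fitting all 18 libraries left the fold changes of each stress against the control as they were. It changed the error of the test, to which the spread between the whey libraries adds. With all 18 libraries: in cold stress sRNAs lower from 9 to 5 and tRNAs higher from 5 to 3, in heat stress genes lower from 200 to 115 and sRNAs lower from 11 to 6, in acid stress genes higher from 155 to 93 and 5-fold higher from 40 to 23, in osmotic stress gene lists called by camera from 13 to 8, in oxidative stress genes higher from 19 to 0, genes lower from 37 to 9, 5-fold lower from 1 to 0, sRNAs higher from 1 to 0, sRNAs lower from 3 to 1 and tRNAs lower from 5 to 0, sRNAs changed in at least 3 stresses from 22 to 14 and genes lower in both heat and osmotic stress from 134 to 55. With a filter of 50 RPKM: in oxidative stress 5-fold lower from 1 to 0. With median-of-ratios scaling: in oxidative stress sRNAs lower from 3 to 5. With only the 4 libraries of the comparison: in heat stress 5-fold lower from 6 to 3 and tRNAs higher from 0 to 1, in oxidative stress sRNAs higher from 1 to 2, sRNAs lower from 3 to 7, tRNAs higher from 0 to 1 and tRNAs lower from 5 to 12. With protein-coding totals: in cold stress genes higher from 210 to 351, genes lower from 192 to 92, 5-fold higher from 27 to 41, 5-fold lower from 12 to 7, sRNAs lower from 9 to 4 and tRNA median from -0.58 to -0.30, in heat stress sRNAs lower from 11 to 6, in oxidative stress genes lower from 37 to 65, sRNAs lower from 3 to 5, tRNAs lower from 5 to 8 and tRNA median from -0.70 to -0.86. With a pseudocount of 10: in oxidative stress 5-fold lower from 1 to 0, correlation of heat and osmotic stress from 0.275 to 0.293. Without the 2 libraries highest in rRNA: in cold stress 5-fold higher from 27 to 41, tRNAs higher from 5 to 3, tRNAs lower from 16 to 8 and tRNA median from -0.58 to -0.29, in heat stress sRNAs lower from 11 to 6, in osmotic stress sRNAs lower from 17 to 10, in oxidative stress 5-fold higher from 0 to 2, 5-fold lower from 1 to 0, sRNAs lower from 3 to 0, tRNAs lower from 5 to 0 and tRNA median from -0.70 to -0.62, correlation of heat and osmotic stress from 0.275 to 0.300 and their covariance from 0.224 to 0.259. With an unadjusted p, which by its construction adds calls: in heat stress tRNAs higher from 0 to 1, in acid stress sRNAs higher from 3 to 6, in oxidative stress genes lower from 37 to 81, 5-fold lower from 1 to 5, sRNAs higher from 1 to 2, sRNAs lower from 3 to 15, tRNAs higher from 0 to 1 and tRNAs lower from 5 to 15, genes higher in whey glucose than whey wt from 0 to 7 and genes lower from 0 to 29. A fold change of at least 5, which by construction leaves fewer genes, took the genes higher in both heat and osmotic stress from 66 to 8 and those lower in both from 134 to 3. Distances from the control sum over genes, so fewer genes give smaller ones: with the 500 most variable genes 33.9 in cold, 31.9 in heat, 37.6 in acid, 39.1 in osmotic, 22.8 in oxidative and 48.6 in starvation, and with protein-coding genes alone 41.1 in cold, 41.9 in heat, 39.8 in acid, 49.2 in osmotic, 25.3 in oxidative and 55.5 in starvation. Counts of 0 in this paragraph are of calls by limma.

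Leaving out 1 library moved these, given as lowest to highest with the values without the libraries that moved them, and the cause was not tested. In cold stress: tRNAs higher 3 to 6 (3 without cold D), tRNAs lower 10 to 17 (10 without control B), tRNA median -0.61 to -0.45 (-0.45 without cold D, -0.51 without control B), distance 44.0 to 51.1 (51.1 without control B). In heat stress: 5-fold lower 4 to 12 (12 without heat F), sRNAs higher 7 to 14 (7 without control A, 9 without heat E), sRNAs lower 6 to 12 (6 without control B or heat E), distance 45.2 to 49.7 (45.2 without control A, 49.7 without control B). In acid stress: sRNAs higher 1 to 4 (1 without control A), distance 46.2 to 50.9 (46.2 without control A, 50.9 without control B). In osmotic stress: sRNAs lower 9 to 20 (9 without control B), distance 53.8 to 59.5 (59.5 without control A). In oxidative stress: genes higher 4 to 23 (10 without control A, 4 without oxidative L), genes lower 4 to 44 (21 without control B, 4 without oxidative L), 5-fold higher 0 to 6 (2 without control B, 6 without oxidative K), 5-fold lower 0 to 2 (0 without control B or heat E or heat F or oxidative L, 2 without osmotic I or osmotic J), sRNAs higher 0 to 2 (2 without cold C or cold D, 0 without control A or control B or oxidative L), sRNAs lower 0 to 7 (7 without cold C or cold D, 0 without control B or oxidative L, 6 without oxidative K, 5 without starvation M or starvation N), tRNAs higher 0 to 1 (1 without cold C or cold D or starvation M or starvation N), tRNAs lower 0 to 10 (1 without control A or oxidative K, 0 without control B or oxidative L, 10 without osmotic I or osmotic J), tRNA median -0.84 to -0.62 (-0.84 without control A, -0.62 without control B). In starvation: distance 62.0 to 67.4 (62.0 without control A, 67.4 without control B). Across stresses and for whey: correlation of heat and osmotic stress 0.259 to 0.332 (0.332 without control A, 0.300 without control B, 0.259 without heat E), their covariance 0.211 to 0.286 (0.286 without control A, 0.259 without control B), genes higher in whey glucose than whey wt 0 to 2 (2 without whey wt P), genes lower 0 to 26 (26 without whey wt P).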

Differences from the paper's values

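Values of the article could be set beside values here for 48 entries of its text and Table 1, 179 of Table 2 and 266 of Table 3, and of these 7, 11 and 15 differed. A fold change differed when it lay further from the paper's than the SD over the replicates, and a count when it was more than 1.5 times the other. No sign differed among them. Outside this tally stand 2 counts of sRNAs that the paper writes in words: 39 in cold stress, 27 here, and 20 in oxidative stress, 4 here, which differs by the same rule. The paper's counts stand at its fold change and p thresholds, but whether its p was adjusted is not stated, and the counts here use an adjusted p from limma. Leaving out the 2 libraries highest in rRNA was chosen after seeing the values, and the other alternatives were set before the data were examined.

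After oxidative stress the number of genes at least 2-fold lower was 37 here and 68 in the paper. It came within 1.5 times the paper's count with median-of-ratios scaling, when only the 4 libraries of the comparison were fitted, with protein-coding totals as library size or with an unadjusted p, and not under the 19 other alternatives set before the data were examined (range 4 to 81 over all alternatives). The number changed in either direction was 56 here and 91 in the paper. It came within 1.5 times the paper's count with median-of-ratios scaling, when only the 4 libraries of the comparison were fitted, with protein-coding totals as library size, with an unadjusted p or without cold C, cold D, osmotic I or osmotic J, and not under the 15 other alternatives set before the data were examined (range 8 to 109). At least 5-fold lower were 1 here and 4 in the paper. It came within 1.5 times the paper's count with an unadjusted p, and not under the 22 other alternatives set before the data were examined (range 0 to 5). Changed at least 5-fold in either direction were 1 here and 4 in the paper. It came within 1.5 times the paper's count with an unadjusted p, and not under the 22 other alternatives set before the data were examined (range 0 to 7). The number of sRNAs changed by acid stress was 31 here and 51 in the paper. It came within 1.5 times the paper's count with median-of-ratios scaling or with an unadjusted p, and not under the 22 other alternatives set before the data were examined (range 21 to 39). The number of sRNAs changed in at least 3 stresses was 22 here and 42 in the paper. It came within 1.5 times the paper's count with an unadjusted p, and not under the 23 other alternatives set before the data were examined (range 14 to 29). The mean fold change of *lacR*-*lacABCDEF* after heat stress was 2.63 here and about 3-fold in the paper, to which it rounds, so this entry of the 7 shows no difference. The split between higher and lower genes turned the other way from the paper's Table 1 in 2 stresses, though each count was within 1.5 times. In starvation 472 were higher and 327 lower here, and 325 and 431 in the paper. In acid stress 155 and 146 were so here, and 126 and 190 in the paper. With median-of-ratios scaling the counts were 316 and 445 in starvation and 129 and 184 in acid stress, with protein-coding totals 329 and 418 and 134 and 160. Of the other alternatives set before the data were examined, fitting all 18 libraries (93 and 108) and leaving out acid G (129 and 151) turned the split of acid stress, and none turned that of starvation.

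The signed fold changes of Tables 2 and 3 that differed are these. Within the spread of the paper's value with median-of-ratios scaling or with protein-coding totals as library size, and under none of the 20 other alternatives set before the data were examined, came NCDO_1187 (starvation) -2.81 here and -3.3 in the paper, yjgB (starvation) -4.74 here and -5.5 in the paper, LLMGnc_017 (starvation) -1.75 here and -2.1 in the paper, LLMGnc_039 (starvation) -3.51 here and -4.1 in the paper and LLMGnc_115 (starvation) -2.14 here and -2.5 in the paper. The next came within that spread with median-of-ratios scaling, and not under the 21 others: zitR (acid) 2.84 here and 2.6 in the paper, LLMGnc_032 (acid) -2.32 here and -2.5 in the paper, LLMGnc_070 (starvation) 2.37 here and 2 in the paper and LLMGnc_129 (heat) -2.00 here and -2.1 in the paper. Within it with median-of-ratios scaling, with protein-coding totals as library size or without starvation N, but not under the 19 others, were lmrB (starvation) -2.30 here and -2.7 in the paper, zitR (starvation) 18.2 here and 15.7 in the paper and LLMGnc_162 (starvation) -1.90 here and -2.2 in the paper. The next came within that spread with median-of-ratios scaling, with protein-coding totals as library size or without control B or starvation N, and not under the 18 others: grpE (starvation) 7.89 here and 6.7 in the paper, cspB (starvation) -27.8 here and -33.1 in the paper and gadR (starvation) -3.44 here and -4.0 in the paper. Within it with median-of-ratios scaling, with protein-coding totals as library size or without control B, but not under the 19 others, were glnB (starvation) 4.15 here and 3.5 in the paper, LLMGnc_058 (starvation) -10.1 here and -12.1 in the paper and LLMGnc_177 (starvation) 3.38 here and 2.9 in the paper. The next came within that spread with median-of-ratios scaling, with protein-coding totals as library size or without control A or starvation N, and not under the 18 others: NCDO_0643 (starvation) -16.1 here and -18.8 in the paper and LLMGnc_032 (starvation) -3.96 here and -4.6 in the paper. Within it with a pseudocount of 0.1, but not under the 20 others, were LLMGnc_036 (osmotic) -25.9 here and -214 in the paper and LLMGnc_079 (acid) -34.1 here and -280 in the paper. The next came within that spread with median-of-ratios scaling, with protein-coding totals as library size, with a pseudocount of 10 or without control A, and not under the 18 others: plpA/metQ (starvation) 3.49 here and 3.0 in the paper. Within it with median-of-ratios scaling, with protein-coding totals as library size or without control A, but not under the 19 others, were LLMGnc_002 (starvation) -4.89 here and -5.8 in the paper. The next came within that spread with median-of-ratios scaling, with protein-coding totals as library size or without control B or starvation M, and not under the 18 others: LLMGnc_106 (starvation) -2.27 here and -2.7 in the paper. Within it with a pseudocount of 0.1 or without control A or osmotic J, but not under the 18 others, were LLMGnc_118 (osmotic) -21.3 here and -75.3 in the paper. In starvation, grpE, cspB, glnB and gadR of Table 2 and LLMGnc_058, LLMGnc_106 and LLMGnc_177 of Table 3 also came within the spread when the 2 libraries highest in rRNA were left out, a setting chosen after seeing the values, which drops 6 of the 138 entries of Table 2 and 47 of the 174 entries of Table 3 that are called here. LLMGnc_036 in osmotic and LLMGnc_079 in acid stress were at 0 RPKM in both libraries, and LLMGnc_118 in osmotic stress at 0 and 1.1 RPKM, so their 3 folds here are set by the pseudocount, and no difference from the paper is shown by them.

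Of the 151 entries of Table 2 that stand for 1 matched gene, 138 were called here in the paper's direction. The others had a fold change under 2 or an adjusted p above 0.05 from limma: metC in oxidative (log2 fold change 1.50, adjusted p = 0.0659, called with an unadjusted p or without starvation M or starvation N), cysK in oxidative (log2 fold change 1.20, adjusted p = 0.0839, called when only the 4 libraries of the comparison were fitted, with an unadjusted p or without starvation M or starvation N), lysP in acid (log2 fold change -0.99, adjusted p = 0.000966, called with median-of-ratios scaling, with protein-coding totals as library size or without acid H or control A), glpF2 in starvation (log2 fold change 1.24, adjusted p = 0.0928, called when only the 4 libraries of the comparison were fitted), ribU in acid (log2 fold change 1.39, adjusted p = 0.0604, called with an unadjusted p or without control B, starvation M or starvation N), sodA in oxidative (log2 fold change -0.85, adjusted p = 0.0859, called under no setting), sodA in starvation (log2 fold change -0.85, adjusted p = 0.0148, called with median-of-ratios scaling, with protein-coding totals as library size or without control A or starvation M), groEL in oxidative (log2 fold change -0.97, adjusted p = 0.0399, called with median-of-ratios scaling, with protein-coding totals as library size or without control B), sugE in starvation (log2 fold change -0.98, adjusted p = 0.00262, called with median-of-ratios scaling, with protein-coding totals as library size or without control A or starvation N), clpP in cold (log2 fold change 0.95, adjusted p = 0.0229, called with protein-coding totals as library size or without cold D), busAB in acid (log2 fold change -0.99, adjusted p = 0.00237, called with median-of-ratios scaling, with protein-coding totals as library size or without acid H or control B), NCDO_1088 in heat (log2 fold change 1.17, adjusted p = 0.0784, called with an unadjusted p or without cold C, cold D or heat F) and NCDO_0342 in oxidative (adjusted p = 0.0543, called with median-of-ratios scaling or with protein-coding totals as library size). Leaving out the 2 libraries highest in rRNA, chosen after seeing the values, also called ribU (acid), groEL (oxidative), clpP (cold) and busAB (acid) and drops 6 of the entries called here.

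Of the 266 entries of Table 3, 174 were called here. At an unadjusted p from limma, 27 more were called: LLMGnc_002 (oxidative), LLMGnc_006 (oxidative), LLMGnc_013 (heat, acid, osmotic), LLMGnc_018 (cold), LLMGnc_019 (oxidative), LLMGnc_025 (oxidative), LLMGnc_031 (starvation), LLMGnc_034 (cold, heat), LLMGnc_049 (cold), LLMGnc_055 (starvation), LLMGnc_061 (acid, oxidative), LLMGnc_068 (starvation), LLMGnc_076 (starvation), LLMGnc_085 (oxidative), LLMGnc_086 (oxidative), LLMGnc_100 (cold), LLMGnc_112 (acid, oxidative), LLMGnc_130 (cold), LLMGnc_138 (oxidative), LLMGnc_147 (osmotic), LLMGnc_179 (cold) and LLMGnc_184 (oxidative). With only the 4 libraries of a comparison fitted, 24 more were called: LLMGnc_002 (oxidative), LLMGnc_031 (cold), LLMGnc_034 (heat), LLMGnc_055 (starvation), LLMGnc_061 (acid, oxidative), LLMGnc_075 (cold, osmotic), LLMGnc_076 (osmotic), LLMGnc_079 (heat), LLMGnc_086 (cold), LLMGnc_087 (heat, acid), LLMGnc_112 (acid, oxidative), LLMGnc_130 (cold), LLMGnc_132 (heat), LLMGnc_138 (oxidative), LLMGnc_141 (heat), LLMGnc_142 (osmotic), LLMGnc_143 (osmotic), LLMGnc_147 (osmotic), LLMGnc_179 (cold) and LLMGnc_184 (oxidative). With median-of-ratios scaling, 22 more were called: LLMGnc_009 (heat), LLMGnc_017 (starvation), LLMGnc_055 (starvation), LLMGnc_061 (acid), LLMGnc_068 (starvation), LLMGnc_069 (starvation), LLMGnc_073 (heat, acid), LLMGnc_091 (starvation), LLMGnc_093 (acid), LLMGnc_095 (starvation), LLMGnc_106 (acid), LLMGnc_109 (acid), LLMGnc_111 (starvation), LLMGnc_112 (acid), LLMGnc_138 (oxidative), LLMGnc_157 (acid), LLMGnc_162 (starvation), LLMGnc_182 (acid, starvation) and LLMGnc_184 (oxidative, starvation). With protein-coding totals as library size, 18 more were called: LLMGnc_017 (starvation), LLMGnc_018 (cold), LLMGnc_049 (cold), LLMGnc_055 (starvation), LLMGnc_068 (starvation), LLMGnc_069 (starvation), LLMGnc_073 (acid), LLMGnc_091 (starvation), LLMGnc_095 (starvation), LLMGnc_106 (acid), LLMGnc_111 (starvation), LLMGnc_130 (cold), LLMGnc_138 (oxidative), LLMGnc_162 (starvation), LLMGnc_179 (cold), LLMGnc_182 (starvation) and LLMGnc_184 (oxidative, starvation). With a pseudocount of 10, 8 more were called: LLMGnc_006 (cold), LLMGnc_031 (cold), LLMGnc_061 (acid), LLMGnc_075 (cold), LLMGnc_076 (osmotic), LLMGnc_087 (heat), LLMGnc_138 (oxidative) and LLMGnc_179 (cold). With a pseudocount of 0.1, 1 more was called: LLMGnc_073 (acid). With a filter of 50 RPKM, 1 more was called: LLMGnc_061 (acid). Leaving out the 2 libraries highest in rRNA, chosen after seeing the values, called 8 more (LLMGnc_018 (cold), LLMGnc_034 (cold, heat), LLMGnc_055 (starvation), LLMGnc_066 (heat), LLMGnc_106 (acid), LLMGnc_109 (acid) and LLMGnc_182 (acid)) and drops 47 of the 174 called here. Leaving out 1 library called more entries without acid G (2), acid H (4), cold C (9), cold D (12), control A (5), control B (3), heat F (2), osmotic I (2), osmotic J (2), oxidative K (4), oxidative L (2), starvation M (13) and starvation N (18), among them LLMGnc_079 (starvation), LLMGnc_143 (starvation), which no other setting called. Of the 174 entries called here, 49 were lost without control A, 49 without control B and 36 with all 18 libraries fitted. Not called under any setting run were LLMGnc_006 (acid), LLMGnc_019 (cold, heat, acid, osmotic, starvation), LLMGnc_031 (heat), LLMGnc_034 (acid, oxidative), LLMGnc_038 (cold), LLMGnc_049 (acid), LLMGnc_056 (oxidative), LLMGnc_075 (acid), LLMGnc_079 (cold, osmotic), LLMGnc_085 (starvation), LLMGnc_093 (oxidative), LLMGnc_098 (starvation), LLMGnc_100 (oxidative), LLMGnc_114 (heat), LLMGnc_118 (heat), LLMGnc_128 (cold, heat, acid, osmotic), LLMGnc_141 (osmotic), LLMGnc_142 (acid), LLMGnc_143 (acid, oxidative), LLMGnc_147 (acid, starvation), LLMGnc_161 (acid) and LLMGnc_165 (oxidative).

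Some statements of the text differ from values here, all by limma. More sRNAs were affected by oxidative stress in the paper's count than here, where 1 was higher and 3 were lower (2 and 15 at an unadjusted p, 2 and 7 with only the 4 libraries of the comparison). Of the alternatives, an unadjusted p alone came within 1.5 times the paper's 20 (range 0 to 17). The paper has *groEL* and *sodA* lower after oxidative stress: the values here were log2 fold change -0.97, adjusted p = 0.0399 for *groEL*, and log2 fold change -0.85, adjusted p = 0.0859 for *sodA*, while *groES* was called lower (-1.18). *groEL* was called with median-of-ratios scaling, with protein-coding totals as library size or without control B, and *sodA* under no setting. The paper describes *metC*-*cysK* as higher in every stress but osmotic. After oxidative stress the values here were log2 fold change 1.50, adjusted p = 0.0659 for *metC* and log2 fold change 1.20, adjusted p = 0.0839 for *cysK*, called with an unadjusted p or without starvation M or starvation N for *metC* and also when only the 4 libraries of the comparison were fitted for *cysK*, and in cold, heat, acid and starvation stress both were called higher. The paper has genes of the *fab* and *acc* operons lower in starvation in its discussion, and higher on average in its Table 2, as here. Here 4 of 4 *acc* and 4 of 8 *fab* genes were higher and 0 lower (0 at an unadjusted p), with mean fold changes of 9.35 and 2.83, and in heat stress 0 of 4 *acc* genes were lower (0 at an unadjusted p). LLMGnc_019 is described as lower after oxidative stress and higher in the others, and here it was called in no stress (lower after oxidative stress at an unadjusted p), with 2 and 0 RPKM in the oxidative libraries and 7.6 and 12.6 in the control libraries. LLMGnc_025 and LLMGnc_073 are lower in all stresses in the paper's Table 3, and here LLMGnc_025 was not called after oxidative stress (adjusted p = 0.115, called with an unadjusted p), nor LLMGnc_073 after heat or acid stress (adjusted p = 0.00186 and 0.00267, fold changes under 2), where it was called with median-of-ratios scaling or without control A or heat F in heat stress and with median-of-ratios scaling, with protein-coding totals as library size, with a pseudocount of 0.1 or without acid H or control A in acid stress. Of NCDO_2402 and NCDO_2022, which the paper names as tRNAs that are higher in some stresses, NCDO_2402 was called higher in cold and osmotic stress, and NCDO_2022 was called higher in none, with log2 fold change 1.04, adjusted p = 0.0791 in heat stress, where it was called when only the 4 libraries of the comparison were fitted or with an unadjusted p, and -1.21 in osmotic stress. The paper has *gor* higher after acid stress, and here it had log2 fold change 0.95, adjusted p = 0.00897, called without control A. *glpF2*, higher in starvation in the paper, had log2 fold change 1.24, adjusted p = 0.0928, called when only the 4 libraries of the comparison were fitted. Most tRNAs are lower in all stresses in the paper. Here 16 of 51 were called lower in cold and 5 in oxidative stress, where 32 and 45 had a log2 fold change below 0, and 36, 40, 46 and 40 in heat, acid, osmotic and starvation stress. The paper names acid and starvation stress as those with the strongest changes of tRNAs, and here the median log2 fold change was -2.23 in osmotic, -2.08 in acid and -2.18 in starvation stress. This order is not firm: starvation lay lowest with median-of-ratios scaling (-2.43, osmotic -2.20) and with protein-coding totals (-2.38 and -2.19), and the osmotic median was -1.75 without osmotic J.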

Other observations

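RPKM values of genes for purine synthesis were higher in whey permeate than in the control. *purC* stood at 13236, 42857, 14537 and 46258 RPKM, against 33.8 and 52.4 RPKM in the control, and *purL* at 9147, 28392, 11785 and 30279 RPKM, against 85.3 and 109 RPKM in the control (whey wt O and P, then whey glucose Q and R, 1 library each). Median log2 changes against the control mean over 12 purine genes were 6.22, 8.13, 6.53 and 8.28 in the same order, over 9 genes of branched-chain amino acid synthesis 2.83, 4.03, 3.50 and 4.16, over 10 of histidine synthesis 1.60, 4.04, 2.21 and 4.09 and over 19 of oligopeptide uptake 1.26, 3.02, 1.65 and 3.05. Genes for ribosomal proteins were lower, with medians over 56 genes of -1.33, -3.42, -1.24 and -3.39, as were 6 genes of the arginine deiminase pathway (-2.48, -2.07, -2.67 and -2.20) and 3 of the *fru* operon (-4.19, -4.19, -2.59 and -3.11). Distances from the control mean were 61.1 and 83.8 for whey wt, and 62.8 and 82.2 for whey glucose. Between whey glucose and whey wt 0 genes were called higher and 0 lower by limma (7 and 29 at an unadjusted p), and 2 and 26 without whey wt P. The differences between the 2 libraries of a label, such as those above, in which O lay near Q and P near R, enter the error of this test. *fruA* had 594, 644, 1819.5 and 1179.5 RPKM, a log2 difference of 1.24 (adjusted p = 0.404 from limma).

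Some genes were called in groups that the article does not discuss. After osmotic stress 4 of 10 genes for peptidases were higher by limma, among them NCDO_0682, for an endopeptidase (1.95, log2), and NCDO_1927, for aminopeptidase C (1.38), while 0 were lower (0 at an unadjusted p). For that list camera adjusted p = 0.0947, and adjusted p = 0.533 with an estimated correlation. Of 26 genes for aminoacyl-tRNA synthetases, which load tRNAs with amino acids, 5 were lower in cold and 4 in heat stress, such as NCDO_1466, for a glycyl-tRNA synthetase chain, in the cold (-2.01). For these 26, camera adjusted p = 8.64e-07, and adjusted p = 0.219 with an estimated correlation in the cold, and camera adjusted p = 0.000511, and adjusted p = 0.399 with an estimated correlation in heat stress. Acid stress and starvation changed many genes in the same direction: 110 were higher and 119 lower in both, where independent lists would share 24.9 and 16.2, and 0 were called in opposite directions by limma (0 at an unadjusted p). Osmotic stress and starvation shared 63 and 100, where independent lists would share 43.3 and 46.7, with 127 in opposite directions. Shared control libraries add to what any 2 stresses share: the covariance over genes was 0.632 for acid stress and starvation and 0.0878 for osmotic stress and starvation, and 0.0537 on average in 100 simulations of unchanged groups that share their controls. The correlations were 0.681 and 0.0786, and 0.498 in the simulations, in which nothing but noise varies. These pairs of stresses were chosen after their values were seen.

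Some plasmid genes have a counterpart of near-equal values on a numbered contig. Of 124 plasmid genes compared, 23 share their length with a gene on a contig whose value lay within 10% in each of the article's 14 libraries. Of 15805 other pairs of equal length, 1 lay within it. The first count is of genes and the second of pairs, so they are not rates of the same kind. *lacG* of pLP712 had 2763 RPKM in the control and NCDO_2487 2761, with a largest difference of 5.28% in any of these 14 libraries. Values of such genes do not tell plasmid and contig copies apart, and no genome sequence was used here. Genes annotated as RepB and ParB protein are among the contig genes, so these contigs may be pieces of the plasmids. This comparison was chosen after the values had been seen.

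Technical explanations were tested for 3 patterns. The length test of the tRNAs and the rRNA test were written before their results were seen, and the other tests after. Most tRNAs were lower in heat, acid, osmotic and starvation stress. Against the authors' scaling as the cause, the median of the tRNAs lay -2.15 from that of all genes in osmotic stress, while a factor per library moves all genes alike. Against unusually high control libraries alone, the tRNAs differed between osmotic and oxidative stress directly by a median of -1.38. The quartiles were -1.87 and -0.87, and 46 of 51 lay below 0. This pair of stresses was chosen with their medians known. The tRNAs held 0.388% and 0.457% of the coverage in control A and B, the highest of the 18 libraries. In whey permeate they held 0.0395% to 0.106%. High controls may thus add to the fall. On a loss of all short RNAs alike, the median of the sRNAs lay above the upper quartile of the tRNAs in 6 of 6 stresses. That comparison cannot exclude such a loss. The sRNAs are annotated at 89 to 101 bases, and the lengths of their RNAs were not measured. A loss that depends on length cannot be told apart from a lower level in the cells: in the mean of those 4 stresses tRNAs of at most 80 bases lay at -0.411 from longer ones, from -0.58 in osmotic to -0.17 in heat stress, between the bounds set for either outcome. A lower level of tRNAs in stressed cells may remain as a hypothesis, next to a loss of short RNAs.

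5S rRNA was lower in the cold, but rRNA was removed from the libraries before sequencing, and this removal may have differed between them. In 6 of 7 conditions the replicate with more 16S and 23S rRNA also had more 5S rRNA (one-sided exact binomial p = 0.0625), with starvation the exception, and the cold replicates differed by 2.31 (log2) in 5S and 4.62 in 16S and 23S rRNA. The 5S values were 1796 and 8908 RPKM in cold C and D, and 29229.9 and 46909.6 RPKM in control A and B (geometric means over 5 features). Those of 16S and 23S were 1342 and 32956 RPKM in cold C and D, and 9287 and 79661 RPKM in control A and B. Cold D thus had more 16S and 23S rRNA than control A but less 5S rRNA, while cold C had less of both. The order of replicates within a condition cannot decide the cause of a difference between conditions. A difference in rRNA removal stays open as an explanation, and so does a lower level in the cells, which was not tested.

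More genes were called higher than lower in starvation (59.1% higher) with the authors' scaling to 1 median. With median-of-ratios scaling, which sets the median change near 0 by construction, 41.5% were higher, and with protein-coding totals, which need not, 44.0%. The scaling is a possible explanation of the direction of this split, and a real excess of higher genes stays open, since RPKM values hold no measure of total RNA per cell.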
